# Chicory: Understanding the Effects and Effectors of This Functional Food

**DOI:** 10.3390/nu14050957

**Published:** 2022-02-23

**Authors:** Céline L. Pouille, Souad Ouaza, Elise Roels, Josette Behra, Melissa Tourret, Roland Molinié, Jean-Xavier Fontaine, David Mathiron, David Gagneul, Bernard Taminiau, Georges Daube, Rozenn Ravallec, Caroline Rambaud, Jean-Louis Hilbert, Benoit Cudennec, Anca Lucau-Danila

**Keywords:** chicory, transcriptomics, hormone assay, gut microbiota, in vitro apoptosis, in vitro pro-inflammatory cytokines

## Abstract

Industrial chicory has been the subject of numerous studies, most of which provide clinical observations on its health effects. Whether it is the roasted root, the flour obtained from the roots or the different classes of molecules that enter into the composition of this plant, understanding the molecular mechanisms of action on the human organism remains incomplete. In this study, we were interested in three molecules or classes of molecules present in chicory root: fructose, chlorogenic acids, and sesquiterpene lactones. We conducted experiments on the murine model and performed a nutrigenomic analysis, a metabolic hormone assay and a gut microbiota analysis, associated with in vitro observations for different responses. We have highlighted a large number of effects of all these classes of molecules that suggest a pro-apoptotic activity, an anti-inflammatory, antimicrobial, antioxidant, hypolipidemic and hypoglycemic effect and also an important role in appetite regulation. A significant prebiotic activity was also identified. Fructose seems to be the most involved in these activities, contributing to approximately 83% of recorded responses, but the other classes of tested molecules have shown a specific role for these different effects, with an estimated contribution of 23–24%.

## 1. Introduction

Industrial chicory (*Cichorium intybus* var. *sativum*) has been analyzed for its various dietary and medicinal effects. A substantial amount of clinical evidence depicts chicory to be anti-diabetic, immunomodulatory, anti-tumor, antioxidant, anthelmintic, and prebiotic. In addition, chicory has been shown to promote good digestion, to regulate appetite, and to decrease the risk of gastrointestinal diseases [1].

The chicory root, processed into flour and used as an ingredient for pastries, has been proposed as a functional food; potential mechanisms by which the chicory acts on cancer prevention, antibacterial and antiviral defense, hypoglycemic, hypolipidemic and antioxidant effects have been identified [2]. Among the major compounds of chicory root, inulin has been the subject of multiple studies concerning its prebiotic effect [2,3], but less is known about the specific mechanisms of other molecules that enter the composition of roots. The hydrolysis products of inulin, fructose and oligofructose, have been described to have multiple beneficial effects on bowel functions [4]. Chlorogenic acids (CGA) have been described to improve the insulin sensitivity in diabetic rats [5] and were also associated with major in vivo antioxidant properties [6] and an in vitro antibacterial activity [7]. Sesquiterpene lactones (STL), from the chicory leaves and roots, are known for their strong inhibitory effect on some nematodes infecting livestock [8,9,10], and more generally, STL are known for their antitumor, antimicrobial, antioxidant, hepatoprotective, antiprotozoal, and antiaging properties [11]. Both CGA and STL were also studied for their anti-inflammatory effect in vitro as well as in vivo [6,12]. Some other molecules present in chicory roots and leaves, such as flavonoids or tannins, were studied for their specific health effects and their contents correlated with antioxidant [13] and anti-nematode [14] properties.

In this work, we looked at three classes of molecules that are part of the composition of the chicory flour: fructose, CGA and STL. We experimented on the murine model and performed a nutrigenomic analysis, a metabolic hormone assay and a metagenomic analysis of the gut microbiota, to target the major health effects and molecular mechanisms of action in these compounds. Results were supported by in vitro apoptosis detection on human hepatocellular carcinoma HepG2 cells, using flow cytometry, by in vitro inflammatory cytokines secretion assay on promonocytic human cell line U937, differentiated into macrophages, and by a cell-free system antioxidant assay.

## 2. Materials and Methods

Chicory product obtaining and chemical analysis of their composition

Roots from industrial chicory (*Cichorium intybus* var. *sativum*) provided by Florimond-Desprez Veuve et Fils SAS (Cappelle-en-Pévèle, France) were processed by Leroux SAS (Orchies, France) and the corresponding flour was delivered by Waast Mill (Mons-en-Pévèle, France). This flour is a trade product that comes from a mixture of several genotypes with a significantly different chemical composition. An aqueous decoction of this flour was produced to feed the mice as described by Pouille et al. [2]. A mixture of water/methanol (1:1) was added to either 100 mg of a randomized sample of chicory flour or 100 mg of dry residue obtained after lyophilisation of chicory decoction. The samples were mixed for 10 min at 80 °C, using a ThermoMixer^®^ (Eppendorf AG, Hamburg, Germany) at 2000 rpm, followed by 10 min of sonication at 80 °C using an ultrasonic bath at 35 kHz. The samples were centrifuged at 4 °C for 10 min at 12,000 rpm. The supernatant was diluted 20 times with methanol/water (50/50). All samples were filtered through 0.22 μm PTFE membrane filters before analysis by ultra-performance liquid chromatography coupled to high-resolution mass spectrometry (UPLC-HRMS) and nuclear magnetic resonance (NMR). UPLC-HRMS analysis was performed on an ACQUITY UPLC I-class chain coupled with the Vion IMS Q-TOF high resolution mass spectrometer, equipped with an electrospray (ESI) (Waters, Manchester, UK) ionization source (Z-spray) and an additional spray for the reference compound (Lock Spray). A double detection in the positive and negative mode was performed by ESI mass spectrometry (range 50–2000 Da) and by a PDA diode array detector (UV detection between 190–500 nm). Separation was performed using a KINETEX Biphenyl (100 × 2.1 mm, 1.7 μm) column (Phenomenex) heated at 55 °C with a mobile phase (solvent A (0.1% formic acid in water) and solvent B (0.1% formic acid in methanol)) flow (0.55 mL·min^−1^) and the same gradient elution as our previous study [15]. The spectra obtained were acquired and processed with UNIFI software (version 1.9.4, Waters) and enabled us to generate the data matrix for untargeted metabolomics analyses with classical parameters. Calibration mixture solution of target metabolites at concentrations of 0.5, 1, 1.5, 2, 2.5, 3, 3.5, 4, 4.5 and 5 μM were prepared by dilution in three replicates. Area values of the extracted ion chromatograms were transferred to Excel (Microsoft Excel 2011 v. 14.7.2, Microsoft, Redmond, WA, USA).

The NMR untargeted metabolomics protocol was adapted from our previous study [16]. Briefly, the supernatant (500 μL) was dried under vacuum and then dissolved in 800 μL of deuterated solvent prepared in a mixture of (1:1) Methanol-d4: KH_2_PO_4_ buffer (0.1 M) in D_2_O at pH 6.0 with TMSP (0.0125%), NaN_3_ (0.6 mg·mL^−1^), and maleic acid (1 mM). Then, the samples were briefly vortexed, sonicated, and centrifuged. The supernatant was placed in 5-mm NMR tubes and then used for NMR analysis. All NMR spectra were acquired at 300 K with a Bruker Avance III 600 MHz spectrometer operating at 600.13 MHz for ^1^H, and 150.91 MHz for ^13^C, using a 5-mm double resonance broadband probe, equipped with z-gradient (BBFO 5 mm tube). For quantitative analysis, classical 1D ^1^H-NMR spectra were collected using 128 scans of 131 K data points and a spectral width of 8417 Hz with a relaxation delay of 25 s. For metabolomics profiling, a NOESY-1D water suppression pulse sequence was used and generated spectra were collected using 256 scans of 131 K data points and a spectral width of 8417 Hz with a relaxation delay of 25 s. NMRProcFlow web application [17] was used to generate the untargeted metabolomics data matrix and the quantitative ^1^H-NMR data. Bins with the lowest overlapping signals were kept (0.9 to 3.25 ppm and 4.5 to 8.5 ppm). Signals of maleic acid were used to calculate the absolute concentration of targeted metabolites. A combined data matrix with NMR (161 bins) and UPLC-HRMS (positive (77 ions) and negative (71 ions) data) untargeted analyses were generated. The percentage of the relative standard deviation (% RSD) was calculated for all metabolic features in each condition and the features with % RSD greater than 25% were removed due to variability. Metabolite pick areas were expressed in percentage (100% corresponds to the mean for chicory flour). Heatmap data was clustered (Ward’s method was used to form hierarchical clustering) and visualized (using the pheatmap-package, version 1.0.12).

Animal experiments and ethical statements

Male BALB/cOlaHsd 8-week-old mice were used for experiments in agreement with Directive 2010/63/EEC for the protection of animals used for scientists and in accordance with Law 2012-10 (2012) and 2013-118 (2013). The protocol was approved by the Ethics Committee in charge of animal experiments. The mice were randomly divided into six groups (*n* = 5/group) and housed in a controlled environment (with a temperature of 22 °C, a 12 h/12 h light/dark cycle and ad libitum access to standardized food and water). Mice were fed with an aqueous decoction of root flour (Chic) and with three other molecules or classes of molecules: fructose (Fru), CGA and STL water solution as indicated in Table 1. The mice gavages consisted in a daily force-feeding of 500 µL of Chic, Fru, CGA or STL besides the standard chow (Diet A04C-10, Scientific Animal Food and Engineering, Augy, France). For the chicory flour, the decoction corresponded to 30 mg root powder/mouse/day that was considered close to human equivalent weight/body mass for a moderated alimentary dose [18]. The administered dose of Fru, CGA and STL was calculated to correspond to the concentration of these compounds in the aqueous extract of chicory flour for daily consumption. This estimation was performed taking into account the variability of these compounds in 5 different chicory genotypes [19] as indicated in Table 1. Controls underwent an equivalent force-feeding with water (Ctr1), the solvent used for chicory decoction and fructose solution, and with 0.83% DMSO (Ctr2) as CGA and STL solutions were prepared with this diluent [20,21]. Six groups of mice were used (Ctr1, Ctr2, Chic, Fru, CGA and STL), nourished for 30 days and individual body weight was regularly registered (File S1). At the end of this period, mice for each condition were sacrificed, the central core of the liver left lobe was cut into cubes, a short segment (1 cm) of the colon was also cut and enterocytes were harvested from upper ileal segments by mucosa scraping method. These tissues were immediately frozen in liquid nitrogen and stored as individual samples at −80 °C for transcriptomics. The feces were individually harvested before the treatment (D0) and after 30 days (D30), and were stored at −80 °C for microbiota analyses. For hormonal assays, 100 µL of blood from the caudal vein was sampled from each animal 30 min after gavage at D30. The blood from each mouse was collected in tubes containing 20 µL 10% EDTA anticoagulant solution and 1 µL dipeptidyl peptidase-4 inhibitor (DPP4-010, Marck, Milipore, Darmstadt, Germany), then centrifuged at 14,000 rpm for 10 min, the plasma containing supernatants collected and stored at −80 °C.

### 2.1. RNA Extraction and Microarray Analysis

Total RNAs were extracted from hepatic and colon tissues using RNAspin columns (Macherey-Nagel, Düren, Germany). For ileum cells, the NucleoZOL (Macherey-Nagel) kit was used. RNA quality was checked with Nanodrop and absorbance ratios A260/280 and A260/230 were found between 2.0 and 2.2. RNA quality was also examined by RNA ScreenTape Analysis (Agilent) and a minimal RNA integrity number (RIN) of 0.8 was required for all samples.

For the microarray analysis, groups of mice (*n* = 3) were used for each treatment: (1) a group that received a decoction of chicory flour for 30 days as previously described, (2) a group that received a solution of fructose (Fru) for 30 days, (3) a group that received a solution of CGA for 30 days, (4) a group that received a solution of STL for 30 days, (5) two control groups with standard drinking water (Ctr1 and Ctr2) as mentioned before. Three tissues were analyzed: liver, ileum enterocytes and caecum.

Agilent Whole Mouse Genome Microarray Sure Print GE 4 × 44 v2 with oligonucleotide 45,220 probes was used to study the gene expression profile. RNA amplification, staining, hybridization and washing were conducted according to the manufacturer’s specifications. Slides were scanned at 5 µm/pixel resolution using the GenePix 4000B scanner (Molecular Devices Corporation, Sunnyvale, CA, USA). Images were used for grid alignment and expression data digitization with GenePix Pro 6.0 software. Expression data were normalized by Quantile algorithm. The 3 control samples were filtered for *p* value < 0.05 and the average was calculated for each gene. A fold change (FC) value was calculated between individual treated samples and the mean of corresponding controls. Differentially expressed genes (DEGs) were selected for a threshold >2.0 or <0.5. Functional annotation of DEGs was based on NCBI GenBank and related genes’ physiological processes were assigned with NCBI, AmiGO 2 Gene Ontology and UniProt. KEGG pathway analysis was also used to identify relevant biological pathways of selected genes. All microarray data have been submitted to the NCBI GEO archive for functional genomics data with the accession number GSE190056.

### 2.2. In Vivo Hormone Detection

Plasma concentrations of leptin and GIP (glucose-dependent insulinotropic polypeptide) were assessed using antibody-immobilized beads specific to each hormone in a Milliplex^®^ Map Kit (Millipore Corporation, Billerica, MA, USA) according to the manufacturer’s instructions. Kit sensitivity was 19 pg·mL^−1^ for leptin and 1 pg·mL^−1^ for GIP. The quantification was carried out using the Luminex^®^ 100/200 (Luminex Corporation, Austin, TX, USA) system and the Luminex xPONENT^®^ for LX100/200 software.

### 2.3. Microbiota Analysis

Total DNA content from mice feces was extracted according to NucleoSpin DNA Stool Kit (Macherey-Nagel, Düren, Germany). The sequencing was done by the GIGA genoproteomic platform of Liège University (Belgium). For sequencing the amplification of the V1-V3 region of the 16S rDNA and the library preparation were performed with the following primers: direct (5′-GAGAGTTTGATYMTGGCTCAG-3′) and inverse (5′-GAGAGTTTGGCTCAG-3′). Each PCR product was purified with the Agencourt AMPure XP Ball Kit (Beckman Coulter, Pasadena, CA, USA), and subjected to a second round of PCR for indexing, using Nextera XT index 1 and 2 primers. After purification, the PCR products were quantitated using the Quant-IT PicoGreen (Thermo-Fisher Scientific, Waltham, MA, USA) and diluted to 10 ng·μL^−1^. A final qPCR quantification of each library sample was performed using the KAPA SYBR FAST qPCR Kit (KapaBiosystems, Wilmington, NC, USA) before standardization, pooling, and sequencing on a MiSeq sequencer using v3 reagents (ILLUMINA, San Diego, CA, USA).

Data processing was performed using, respectively, the MOTHUR v1.44 package and the VSearch algorithm [22] for alignment, clustering and chimer detection as previously described by Gérard et al. [23]. After cleaning process, sequences were clustered into operational taxonomic units (OTUs) at 97% of identity. Alignment and taxonomical identification were performed with MOTHUR using SILVA v1.32 database of full-length 16S rDNA gene sequences. A rarefied table of 10,000 reads by sample was used for further analysis. Reads were finally aggregated into phylotypes at the phylum and genus taxonomic level.

All analyses were performed by comparing experimental groups to their respective controls. Normality was controlled with the Shapiro–Wilk test and homogeneity of variances with Bartlett’s test. Statistical paired differences were assessed by ANOVA and Tukey’s test.

PRISM 7 (GraphPad Prism 6.0, Windows Inc., San Diego, CA, USA) was used and differences were considered significant for a *p* value < 0.05. All the biosample raw reads have been deposited at the National Center for Biotechnology Information (NCBI) and are available under BioProject accession number PRJNA799887. Data obtained from NGS analysis were analyzed for the alpha diversity with Shannon index and graphical representations were performed using GraphPad Prism version 8.00 for windows, GraphPad Software, and beta-diversity with the principal component analysis (PCoA) using the FactoMineR package in R version 3.5.2 (r-project.org).

### 2.4. In Vitro Cytotoxicity Studies

The cytotoxic effect of samples was analyzed to determine the maximum concentrations that could be used for the other tests. The cytotoxic effect was performed using the cell counting assay-8 (CCK-8) (CK04, Tebu-Bio). The kit was used according to the manufacturer’s instructions. HepG2 and U937 cells were seeded in 96-well culture plates at 8 × 10^4^ cells·cm^−2^ and 3 × 10^5^ cells·cm^−2^ respectively. After reaching confluency, the growing medium was replaced by samples diluted at increasing concentrations in Dulbecco’s modified Eagle’s medium (DMEM, 4.5 g·L^−1^ glucose) or in Roswell Park Memorial Institute medium (RPMI-1640). Culture medium was used as a negative control of cytotoxicity. The cells were incubated at 37 °C for 24 h and the cytotoxic effect of samples was immediately determined.

### 2.5. In Vitro Apoptosis Assay

The human hepatocellular carcinoma HepG2 cells were grown at 37 °C, 5% CO_2_ atmosphere, in DMEM supplemented with 10% fetal bovine serum (FBS), 100 U·mL^−1^ penicillin, 100 μg·mL^−1^ streptomycin, and 2 mM glutamine. After reaching 80–90% confluency, HepG2 cells were seeded into 24-well culture plates at 8 × 10^4^ cells·cm^−2^ six days before experiment. The culture medium was discarded and cells were washed with PBS. Apoptosis was induced by adding different amounts of lyophilized chicory decoction or D-fructose powder (0.2%, 0.5%, 1%, 2% and 3%, *m*/*v*), and different concentrations of CQA or STL (5, 10, 20, 50, 75 and 100 µM). Resveratrol at a concentration of 200 µM [24] was used as a positive control and DMEM medium as a negative one. The cells were then incubated at 37 °C for 24 h. Early and late apoptotic events were analyzed by flow cytometry (Invitrogen™ Attune™ NxT Flow Cytometer) with the Alexa Fluor 488 annexin V/Dead Cell Apoptosis Kit (Invitrogen, Waltham, MA, USA) according to the manufacturer’s kit manual.

### 2.6. In Vitro Inflammatory Cytokines Secretion Assay

The promonocytic human cell line U937 was cultured in RPMI 1640 medium supplemented with 10% FBS, 100 U·mL^−1^ penicillin, 100 μg·mL^−1^ streptomycin, and 2 mM glutamine in a humidified 5% CO_2_ atmosphere at 37 °C. For macrophage differentiation, U937 cells were seeded at approximately 3 × 10^5^ cells·cm^−2^ in 24-well plates with 60 ng·mL^−1^ phorbol-12-myristate-13-acetate (PMA) for 48 h. Adherent cells were washed with PBS before a 2 h incubation with LPS (10 µg·mL^−1^; LPS from *E. coli* O26:B6, Millipore Corporation) and samples. Cell supernatants were collected on ice and centrifuged (1500 rpm 5 min) to eliminate cell debris. The supernatants were aliquoted and stored at −80 °C until further analysis. Secreted Il-1β and TNF-α were quantified using Millipore Human High Sensitivity T Cell kit (EMD Millipore, Darmstadt, Germany) according to the manufacturer’s instructions. The quantification was carried out using the Luminex^®^ 100/200 (Luminex Corporation, Austin, TX, USA) system and the Luminex xPONENT^®^ for LX100/200 software. The cytokine IL-8 was quantified using a human IL-8/CXCL8 Quantikine^®^ ELISA kit (R&D Systems, Inc., Minneapolis, MN, USA). Medium samples were diluted 100-fold according to the kit recommendations.

### 2.7. Cell-Free Systems Evaluating Antioxidative Sample Effects

All reagents were purchased from Sigma (Saint-Quentin Fallavier, France). The concentration of the starting samples to be diluted was standardized at 10 mg of dry matter per mL. After all assays, the maximal percentage of inhibition obtained for each reactive oxygen species (ROS) at the highest concentration for each sample was also calculated and half-maximal inhibitory concentration (IC_50_) was determined when practicable.

The superoxide anion inhibition was estimated in a cell-free model adapted from that previously described by Aruoma et al. [25]. Briefly, O_2_^−^ was produced by the xanthine (0.1 mM)/xanthine oxidase (50 mU·mL^−1^) system in a Hank’s HEPES buffer (HH) (pH 7.42) and then incubated at 25 °C for 15 min with increasing sample concentrations ranging from 0 to 100 µL·mL^−1^ of reaction mixture (equivalent to 0 to 1 mg of dry matter per final mL) and with 0.017 mM equine ferricytochrome c (FerC). The appearance of pink coloration corresponds to the FerC reduction (into ferrocytochome C) by the remaining superoxide anions non-inhibited by the samples. An inhibition control cuvette also contained 300 µM cysteine. Spectrophotometry method was used to measure the absorbance at the wavelength of 550 nm. Then, O_2_^−^ concentrations were calculated thanks the Beer–Lambert law using the ferrocytochrome C extinction coefficient (21.1 × 10^3^ L·mol^−1^·cm^−1^). All measurements were performed against a blank cuvette, containing all reagents and samples except xanthine oxidase to avoid any interference. Results were converted into nmol·mL^−1^ and expressed in bar diagrams ± SD according to the sample volumes involved per mL of reaction mixture. The hydroxyl radical inhibition by the control solutions or sample studied was assayed using a method adapted from that described by Halliwell, Gutteridge and Aruoma [26]. HO^.^ was produced in each tube in 20 mM KH_2_PO_4_ buffer at pH 7.4 with 10^−11^ nmol of hydrogen peroxide per mL. For that, Fenton’s reaction was initiated by adding EDTA-Fe^2+^ (100 µM FeCl_3_, 104 µM ethylene diamine tetraacetic acid and 100 µM ascorbic acid). The solutions/sample concentrations (the same as above described for H_2_O_2_) were added for HO^.^ to be then inhibited at least partially. Deoxyribose (3 mM) was added to be degraded by the remaining hydroxyl radicals. After boiling for 20 min, malondialdehyde (MDA) was generated as a result of 14 mM thiobarbituric acid and 147 mM trichloroacetic acid. The resulting pink chromogen was measured by spectrophotometry (532 nm). HO^.^ inhibition control tubes were also made with 300 µM cysteine. HO^.^ was expressed in nmol·mL^−1^, using a standard curve obtained from increasing H_2_O_2_ concentrations. The data was presented as bar diagrams ± SD according to the sample volumes involved per mL of reaction mixture. Statistical analysis was conducted using 6 independent assays (GraphPad Prism 7 software for Windows, Inc., San Diego, CA, USA). Provided the population was normal (Shapiro–Wilk’s test at the 5% level) as well as variance homogeneity obtained (non-significative Bartlett’s test at the 5% level), ANOVA was performed (overall Fisher’s test, *p* < 0.05, followed by the ad-hoc Tukey’s test, *p* < 0.05). When ANOVA was not applicable, the non-parametric test of Kruskal–Wallis (*p* < 0.05) followed by Dunn’s test (*p* < 0.05) were performed.

## 3. Results

Whole chicory flour (Chic) and three compounds of chicory roots (Fru, CGA and STL) were separately analyzed for their health effects in mice. A whole transcriptomic analysis was conducted using Agilent DNA microarrays to investigate their nutrigenomic effects, the plasmatic hormonal levels were assayed using Luminex technology, and a fecal microbiota metabarcoding analysis was realized by Illumina 16S rDNA sequencing. We carried out parallel in vitro analyses to investigate apoptotic, anti-inflammatory and antioxidant effects of these different compounds.

### 3.1. Composition of Chicory Products

An untargeted metabolomic approach was conducted using UPLC-HRMS and ^1^H-NMR data, obtained from the analysis of two types of preparation i.e., chicory flour and its decoction. Similar metabolite profiles were observed when comparing both preparations. However, metabolomic fingerprinting revealed that the extraction of the metabolites during the preparation of the decoction from the chicory flour was slightly less effective. We estimated that during the decoction preparation, several metabolites were extracted in proportion to 70–80% compared to their content in the flour (considered to be 100%) (File S2). A possible explanation may be that in the decoction, the extraction of metabolites in hot water could be incomplete, in particular for hydrophobic compounds; the stirring could also play an important role in the observed results. Metabolites that were used in this work for animal feed were subsequently targeted by quantitative ^1^H-NMR and also by UPLC-HRMS and results are presented in Table 2. The content of CGA and STL in the decoction seems, generally, similar to that of flour. We found that only lactucin content was higher in the decoction, while the content of fructose was slightly lower in the latter. Despite these minor quantitative differences, the quality composition of the chicory decoction remains identical to that of the chicory flour and, therefore, its use for a mouse diet could be relevant for evaluating the chicory roots effects.

### 3.2. Nutrigenomic Analyses

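Expression was read from 48 one-colour arrays, 16 for each of the 3 tissues: 3 mice for each of the 4 diets and 2 mice for each of the control groups Ctr1 and Ctr2. Mice of the Chic group received a chicory decoction of 30 mg of root powder a day and those of the Fru group 166.35 µg of fructose, and both were compared with Ctr1, given water. Mice of the CGA group received 5.90 µg of chlorogenic acid and those of the STL group 8.20 µg of sesquiterpene lactones, and both were compared with Ctr2, given 0.83% DMSO. The authors deposited 1 table of whole-number array intensities per tissue, and the paper's methods state a quantile normalization of the expression data. The medians of the arrays ranged from 629 to 1482.5 in liver, from 802 to 1850 in ileum and from 198 to 1704 in caecum, so the values were log2-transformed and quantile-normalized between the 16 arrays of each tissue. The spots of one probe were averaged and the probe with the highest mean stood for a gene, which left 4124 genes to test in liver, 5279 in ileum and 3781 in caecum. All 6 groups of a tissue entered one limma fit, and a gene counted as changed at a Benjamini-Hochberg adjusted p under 0.05. Fold changes are on the log2 scale for 3 mice against 2 control mice, and the number of arrays limits their precision. Their standard errors rest on 1 spread per gene over all 6 groups, so they are equal for the 4 diets and can reflect mice of another diet. At Asb12 in liver, the SD was 0.38 between the Chic mice and 2.88 between the STL mice. In simulated data with the spread of these arrays, 100 genes were changed by a log2 value of 1 and 100 by 2 under Chic. Of the former, 77% were recovered in liver, 88% in ileum and 48% in caecum. The simulated genes varied independently, and that many changed genes ease the adjusted threshold, so recovery in the real data may be lower. Spots that carry the name of one probe should give near-equal values. Their median SD was 1.09 in the liver table and 1.03 in the ileum table, where the SD over all gene spots was 1.69 and 1.55, and 0.13 in the caecum table. The spots of one control feature had a median SD of 0.13, 0.16 and 0.19 in liver, ileum and caecum, so gene names in liver and ileum carry this limit. With few spots per probe, a median SD below that over all gene spots does not show that spots of one name agree.

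**Figure D1:**
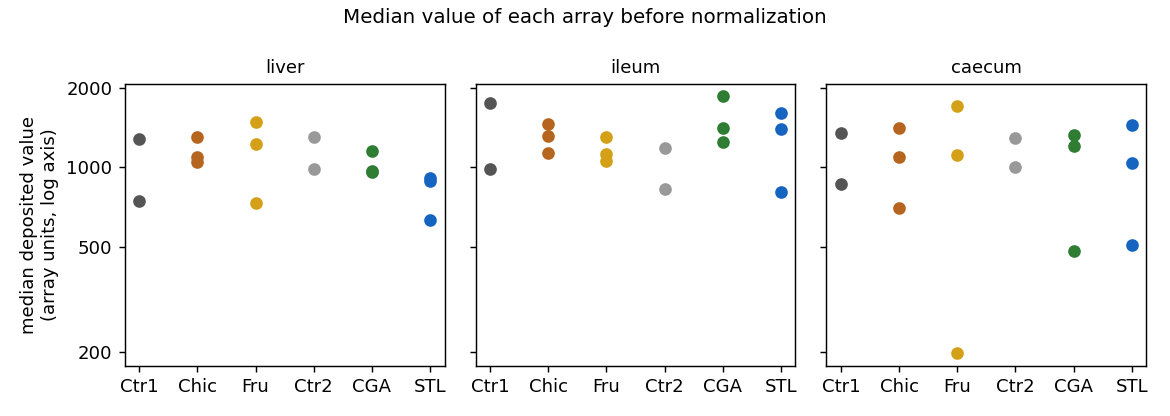
Median deposited value of each array (log axis, array units) by group and tissue, before normalization; each point is 1 array. The medians differ between arrays of one tissue, most in caecum, where they run from 198 to 1704.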

Diet-induced gene expression profiles were analyzed in the liver, ileum enterocytes and caecum of mice after 30 days of daily ingestion of aqueous extracts of Chic, Fru, CGA or STL solutions. A total of 57 profiles were found differentially expressed during the chicory diet in these different tissues (Figure 1, File S3). 

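Add1, which encodes adducin, a protein of the membrane skeleton, rose in the ileum under Chic by a log2 fold change of 1.93 (standard error 0.29, adjusted p = 0.0362 from limma), and all 3 Chic mice lay above both Ctr1 mice in the normalized values. As deposited, 1 of them lay below 1 Ctr1 mouse, the other Ctr1 mouse had its lowest value of the array at Add1, and the fold change ran from 0.58 to 2.35 over the settings. The call depended on the quantile normalization. Add1 did not pass with the values as deposited (0.91) or with a shift to a common 75th percentile (0.94). It was the 1 gene called under Chic among 13184 tests over the 3 tissues, of which 490 had an unadjusted p under 0.05 and 659.2 were expected by chance. In liver, where 0 genes passed, the lowest adjusted p were those of Snx10, a sorting nexin of endosomes, at -1.77 (standard error 0.27, adjusted p = 0.0669) and Nanog, a pluripotency factor of stem cells, at -4.67 (standard error 0.76, adjusted p = 0.0787). In caecum, where 0 genes passed too, it was that of Gla, the lysosomal alpha-galactosidase, at 2.64 (standard error 0.41, adjusted p = 0.0755). In these 2 tissues 256 and 102 genes had an unadjusted p under 0.05, and with a mean-variance trend in limma 0 passed again in both. At Snx10 and Nanog, 1 of the 2 Ctr1 mice lay at the limit of the scanner, so the size of their fold changes is uncertain. At Add1, Snx10, Nanog and Gla the normalized values of the 2 Ctr1 mice stood apart from those of the 14 other mice of the tissue, Ctr2, CGA and STL included. Ctr2 differed from Ctr1 by 2.68 (standard error 0.31, adjusted p = 0.00197) at Add1, by -2.08 (standard error 0.29, adjusted p = 0.0337) at Snx10, by -4.80 (standard error 0.83, adjusted p = 0.0723) at Nanog and by 2.79 (standard error 0.45, adjusted p = 0.108) at Gla. The calls at Add1 and Snx10 ended with the values as deposited, with a shift to a common 75th percentile and with only the groups compared in the fit. Over the 57 profiles of File S3, the Chic mean lay in the direction of File S3 in 55, and all 3 mice did so in 44, or in 26 with pooled controls. The mean of Ctr2 lay on that side of Ctr1 in 53, with a median difference of 0.54 against 0.55 for Chic. The study chose the list on Chic against these Ctr1 arrays, so any group set against them tends to that side. No chance level was simulated for this count, here or in the groups of profiles below. Of the 57, 10 passed when adjusted over the list alone, which is not independent evidence, since the study chose the list on these arrays. A fold change over 2.0 or under 0.5, the study's threshold, which its methods tie to no number of mice, was passed by all 3 Chic mice in 15 genes, 8 in liver, 3 in ileum and 4 in caecum, and 4 of them were the genes named here. On the mean of the mice it was passed by 25, 7 and 47, with dim probes left out by 2, 1 and 1, and with an array left out by up to 52 (without Ctr1 replicate 2), 16 (without Chic replicate 1) and 72 (without Ctr1 replicate 1). Without a Chic mouse the rule asks for fewer mice and is easier to meet. Unchanged groups simulated with the same spread and all 3 mice gave a median of 37 (95% of draws from 9 to 107). The call of Add1 under Chic held in 10 of 27 settings (adjusted p 0.00206 to 1.00). More genes passed in liver without Ctr1 replicate 2 and in caecum without Ctr1 replicate 1. Each of these fits has 1 Ctr1 mouse left, so a deviation of that mouse cannot be told from an effect of the diet. The array of that mouse also had the highest floor of its tissue. Its lowest deposited value was 250 in liver and 300 in caecum, against at most 36 and 35 on the other arrays. What this floor does to fold changes against Ctr1 after quantile normalization was not tested.

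**Figure D2:**
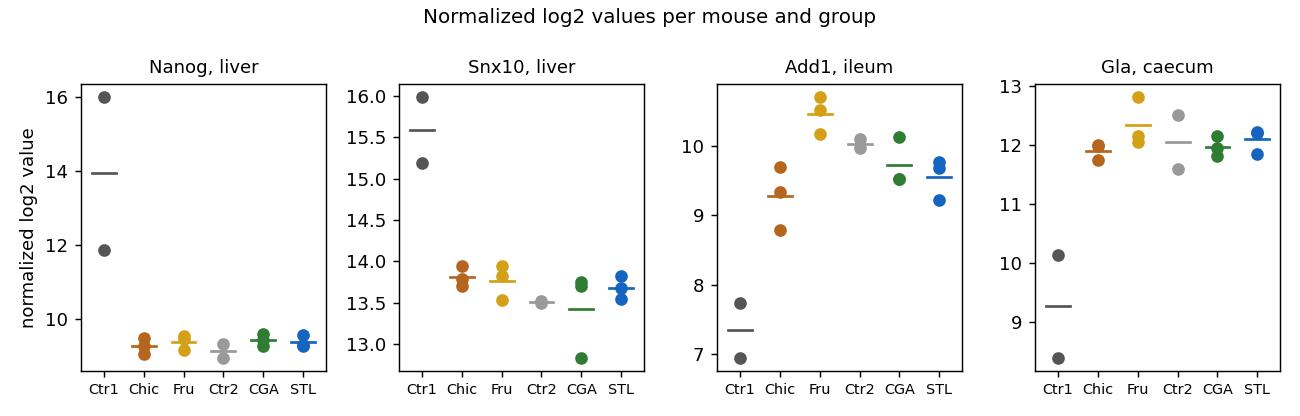
Normalized log2 values of Nanog and Snx10 in liver, Add1 in ileum and Gla in caecum, by group; each point is 1 mouse and the bars are group means. The 2 Ctr1 mice lie apart from the 14 mice of the 5 other groups in each panel.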

A first group of nine DEGs, modified by the chicory diet, is involved in cell proliferation and apoptosis, and their deregulation suggests a cell growth arrest and a putative anti-cancer effect. 

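Among the 9 profiles of cell proliferation and apoptosis, the highest Chic value was that of Chtf8, a subunit of a clamp loader of DNA replication, at a log2 fold change of 1.03 (standard error 0.54, adjusted p = 1.00) in caecum. Also in caecum, Anp32a had 0.66 (standard error 0.32), Ctbp2, a transcriptional corepressor, 0.40 (standard error 0.22) and Cables1 0.36 (standard error 0.28). In ileum, Mcmdc2 had 0.54 (standard error 0.38), Lzts1 0.39 (standard error 0.35) and Mtss1 0.38 (standard error 0.50), with 2, 3 and 2 of 3 mice above the control mean. The long noncoding RNA Particl had -0.23 (standard error 0.86) in liver. All 9 Chic means lay in the direction of File S3, with a median of 0.40 in that direction, and in 6 profiles all 3 mice did. By limma, 0 of the 9 passed over all genes and 1, Nanog, had an unadjusted p under 0.05. 1 passed when adjusted over the list alone, a list chosen on these arrays. The mean of Ctr2 lay on the same side of Ctr1 in 8 of the 9. In the liver and ileum tables, spots of one probe name differed, so the names of the 5 profiles from these tissues are less certain.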

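Wfdc21, a secreted protein of the whey acidic protein family, had the largest positive Chic value of the genes of immune response, a log2 fold change of 1.64 (standard error 0.49, adjusted p = 0.655) in liver. Also in liver, Nt5e, the ectoenzyme that forms adenosine from AMP, had 0.86 (standard error 0.24), Rwdd3 0.71 (standard error 0.63), Asb12 0.59 (standard error 1.36) and the immunoglobulin segment Ighv5-4 0.41 (standard error 0.23). In ileum, Ap1m1, a subunit of the clathrin adaptor AP-1, had 0.59 (standard error 0.79) and Rwdd3 0.25 (standard error 0.31). In caecum, Irf2bp2 had 0.88 (standard error 0.35), Saa3, an acute phase protein, 0.60 (standard error 0.23) and Mzb1, a protein of plasma cells, 0.55 (standard error 0.29). Cfd, complement factor D, had -1.24 (standard error 0.81). In all 12 profiles each of the 3 Chic mice lay in the direction of File S3, by a median of 0.66. None of the 12 passed in limma over all genes (0 calls, 5 at an unadjusted p under 0.05), and 3 did when adjusted over the list alone, which the study chose on these arrays. The mean of Ctr2 lay on the same side of Ctr1 in 12 of 12. The 8 profiles from liver and ileum come from tables in which spots of one probe name differed.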

A second group of 12 DEGs is involved in immune response, and this gene deregulation suggests a putative anti-inflammatory effect and a strong response to bacteria and viruses. An important group of 14 DEGs (group 3) is involved in digestion and metabolism, pointing to bile acid biosynthesis, hypolipidemic and hypoglycemic effects, appetite regulation and intestinal absorption increase. 

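Of the 14 profiles of digestion and metabolism, Add1 was the 1 gene called under Chic. Acox3, an acyl-CoA oxidase of peroxisomes, had a Chic log2 fold change of 1.23 (standard error 0.65, adjusted p = 0.864) in liver, Tpi1, a glycolytic enzyme, 0.85 (standard error 0.66), Sp6 0.46 (standard error 1.32), Pex11a, a protein of peroxisome division, 0.39 (standard error 0.45) and Apoa1, the main protein of high-density lipoprotein, 0.16 (standard error 0.24). Gcg, the gene of glucagon and GLP-1, had -0.19 (standard error 0.16) in liver. In ileum, Pex11a had 0.27 (standard error 0.32), the lipase Liph 0.13 (standard error 0.14) and Insm2 0.12 (standard error 0.76). In caecum, Fa2h, the fatty acid 2-hydroxylase, had 0.98 (standard error 0.30), Sec11a, a subunit of the signal peptidase, 0.41 (standard error 0.23) and the aldo-keto reductase Akr1b8 -0.09 (standard error 0.24). The Chic mean lay in the direction of File S3 in 13 of 14, Akr1b8 being the exception, and all 3 mice did in 9, with a median of 0.40. At an unadjusted p under 0.05 there were 3 profiles, and 3 passed when adjusted over the list alone, chosen by the study on these arrays. Ctr2 lay on the same side of Ctr1 in 14 of 14. The fixed lists of bile acid synthesis and of fatty acid oxidation did not pass limma's camera test under Chic in any of the tissues where at least 5 of their genes were measured. Spots of one probe name differed in the liver and ileum tables, which limits single genes and list tests there.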

In the 4th group, we noticed a stimulation of the neural and sensory development, suggested by the up-regulation of 13 genes involved in neuron differentiation and development, memory, smell and visual perception, and also in circadian rhythm regulation. 

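Clic5, a chloride channel protein and one of the 13 neural and sensory profiles, had a Chic log2 fold change of 0.77 (standard error 0.30, adjusted p = 0.748) in liver. In the same tissue, the transcription factor Pou6f1 had 0.74 (standard error 0.22), the odorant receptor Olfr1449 0.55 (standard error 0.32), Nav2 0.53 (standard error 0.25), the neurotrophin Ntf5 0.50 (standard error 0.27), the vomeronasal receptor Vmn1r101 0.46 (standard error 0.18) and Bicdl1 0.43 (standard error 0.21). In ileum, Olfr1014 had 0.89 (standard error 0.47), Pax7 0.44 (standard error 0.61) and Rasgrf1 -0.05 (standard error 0.25). In caecum, Noct, a phosphatase with a circadian rhythm of expression, had 0.57 (standard error 0.53), and Pigt, a subunit of the GPI transamidase, 0.64 (standard error 0.68). Over the 13 profiles, the Chic mean lay above Ctr1 in 12, with a median of 0.55, and all 3 mice lay above it in 10. The count in limma was 0 of 13 over all genes, with 4 at an unadjusted p under 0.05, and 2 when adjusted over the list alone, which is no independent evidence. Ctr2 lay above Ctr1 in 11 of the 13. All of these but Noct and Pigt were read in liver or ileum, where spots of one probe name differed.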

The anti-xenobiotic and putative antioxidant effects were indicated by six DEGs (group 5), and finally, we found three genes involved in energy metabolism and calcium transport that were also deregulated, but their putative health effect could be less discernible (group 6). 

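Cyp2b23 and Cyp2c29, cytochrome P450 enzymes of the liver, had Chic log2 fold changes of 0.60 (standard error 0.35, adjusted p = 0.864) and 0.26 (standard error 0.20). In liver, the transporter Abcc5 had 0.56 (standard error 0.14) and the proton channel Hvcn1 0.47 (standard error 0.42). In ileum, Gstm2, a glutathione S-transferase, had 0.43 (standard error 0.26) and Cyp3a57 0.06 (standard error 0.19). Of the 3 profiles of group 6, Coa5, an assembly factor of cytochrome c oxidase, had 0.53 (standard error 0.24) in ileum. In caecum, Cox7c, a subunit of that complex, had -0.77 (standard error 0.53) and S100g, the calcium-binding protein calbindin-D9k, -0.59 (standard error 0.60). The Chic mean lay in the direction of File S3 in all 6 profiles of group 5 and all 3 of group 6, and all 3 mice did in 4 and 3. In limma 0 of these profiles passed over all genes, 1 in each group had an unadjusted p under 0.05, and 1 of group 5 and 0 of group 6 passed when adjusted over the list alone, a list the study chose on these arrays. Ctr2 lay on the same side of Ctr1 in 5 of 6 and 3 of 3. The names of the 7 genes from liver and ileum carry the limit of those tables, where spots of one probe name differed.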

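Under Fru, Add1 rose in ileum by a log2 fold change of 3.12 (standard error 0.29, adjusted p = 8.55e-05) and Gla rose in caecum by 3.07 (standard error 0.41, adjusted p = 0.0146) in limma. These were the 2 genes called among 13184 tests under Fru, of which 1097 had an unadjusted p under 0.05. With the mean of all probes of a gene, 7 rows passed in liver, 2 in ileum and 2 in caecum. That fit holds the File S3 probes as rows beside the gene means. A gene can therefore count 2 times, and the repeated rows ease the adjustment. With only the groups compared, 9 genes passed in ileum. More genes than in the main fit also passed in liver without Ctr1 replicate 2 and in caecum without Ctr1 replicate 1, which leave 1 Ctr1 mouse. For Add1 and Gla, all 3 Fru mice lay above both Ctr1 mice. The fold change of Add1 ran from 1.77 to 3.54 over the settings, and 1 Ctr1 mouse had its lowest value of the array at Add1. Asb12 and Sp6 had the next largest positive values among the 57 profiles of File S3, 2.96 (standard error 1.36) and 2.79 (standard error 1.32) in liver, and Nanog had -4.55 (standard error 0.76, adjusted p = 0.0648), with 1 of the 2 Ctr1 mice at the limit of the scanner. In 45 of the 57 profiles all 3 Fru mice lay on the side of Ctr1 that File S3 gives for Chic. Over the planned settings that keep all arrays, this count ran from 30 to 45. Unchanged groups simulated with the Ctr1 arrays shared between both diets gave a median of 33.9 such profiles (95% of draws from 17.8 to 46.7). Genes with all 3 simulated mice on one side and the largest effects stood for the profiles there. File S3 also holds weaker profiles, so this range is no exact chance level for 45. Over all genes the Chic and Fru fold changes correlated with Pearson's r of 0.79 in liver, 0.62 in ileum and 0.75 in caecum, against simulated medians of 0.63, 0.61 and 0.63 from the shared controls alone, with 95% of draws from -0.02 to 0.89, 0.21 to 0.84 and -4.71e-04 to 0.90. In ileum r was 0.14 with pooled controls and 0.35 without Chic replicate 1, and in caecum 0.45 without Chic replicate 3. The covariance was 0.0603, 0.0339 and 0.121, and the simulated one 0.0359, 0.0348 and 0.0989. These are correlations across genes, which are not independent replicates. All 3 lie in the simulated ranges, and in ileum there is no excess of the covariance. In liver and caecum part of it may come from the shared Ctr1 arrays, which were not split, since that would leave 1 array for each diet. Between Fru and Chic themselves, limma called 0 genes, with 371 at an unadjusted p under 0.05. The call of Gla held in 22 of 30 settings (adjusted p 3.62e-04 to 0.998) and that of Add1 in 25 of 27. The settings that ended that of Gla include those without Fru replicate 1 (adjusted p = 0.0567) or Fru replicate 3 (adjusted p = 0.100), only the groups compared in the fit, and 2 chosen after the data had been seen, without the dim arrays and with the hepatocyte score as a covariate. Both calls ended with the values as deposited and with pooled controls.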

When following these profiles in the other diet conditions (Fru, CGA and STL), we observed that in the vast majority of cases, the fructose offers similar deregulation as the chicory (48 DEGs with similar profile), reflecting the importance of fructose for the functional effect of the chicory flour. CGA and STL are also involved in these deregulations, as CGA induces a similar profile as the chicory flour for 18 genes and STL also for 18 genes. 

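Rasgrf1 in ileum, an exchange factor of Ras, had the highest CGA value of the ileum profiles in File S3, a log2 fold change of 0.95 (standard error 0.25, adjusted p = 0.230), with all 3 mice above the Ctr2 mean. Under STL, Noct in caecum had 1.43 (standard error 0.53, adjusted p = 0.999). In 11 of the 57 profiles all 3 CGA mice lay on the side of Ctr2 that File S3 gives for Chic, and all 3 STL mice did in 12. With pooled controls, which put the Ctr1 arrays of Chic into the baseline too, these counts were 28 and 30. They reached 20 without CGA replicate 2 and 20 without STL replicate 3, where the rule asks for fewer mice. Unchanged groups simulated with their own controls and all 3 mice gave a median of 11.0 (95% of draws from 2.95 to 25.6). That range holds for 11 and 12 and is no chance level for pooled controls or fewer mice. Set against Ctr1 in place of Ctr2, CGA had 39 such profiles and STL 40. Set against Ctr2, Chic had 15 and Fru 20. Over all genes limma called 0 under CGA and 0 under STL in the 3 tissues, with 1037 and 650 of 13184 at an unadjusted p under 0.05, and 0 with a mean-variance trend. With only the groups compared in the fit, 1 gene passed under CGA in ileum and 0 elsewhere, and with the values as deposited 1 passed under STL in ileum. Without Ctr2 replicate 1, which leaves 1 Ctr2 mouse, genes passed under both diets in liver and in caecum. Adjusted over the list of 57 alone, 0 passed under CGA and 0 under STL. Across genes, CGA and STL fold changes correlated with r of 0.55 in liver, 0.80 in ileum and 0.78 in caecum, with simulated medians of 0.63, 0.61 and 0.63 from the shared Ctr2 arrays, and lay in the simulated ranges. That r was 0.32 in liver without STL replicate 3 and 0.51 in caecum without STL replicate 1. Chic and CGA, which share no control, had r of -0.02, -0.36 and 0.22. With pooled controls r was 0.14 in liver and 0.29 in ileum, but these give both diets one baseline, which alone raises r. No chance level was simulated for that setting. In caecum the sign turned without Ctr1 replicate 2 (-0.26). Between STL and CGA limma called 0 genes, with 365 at an unadjusted p under 0.05, and between the effects of CGA and of Chic 0, with 877. Genes were called between the effects of CGA and of Chic in liver without Ctr1 replicate 2 and in caecum without Ctr1 replicate 1, which leave 1 Ctr1 mouse. From the profiles that Fru, CGA and STL share with Chic, the paper reasons that fructose is of importance for the functional effect of the flour and that CGA and STL are involved too.

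**Figure D3:**
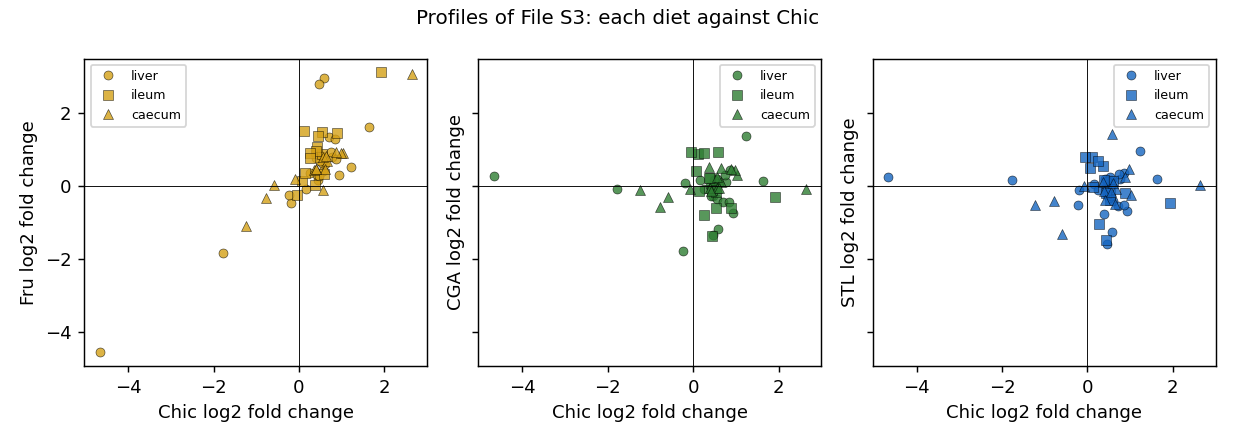
Log2 fold change of each File S3 profile under Fru, CGA and STL (y axes, each diet against its own control) against that under Chic (x axes), by tissue; each point is 1 profile. Fru and Chic share the Ctr1 arrays, CGA and STL the Ctr2 arrays; all 3 mice lie on the Chic side in 45 profiles under Fru, 11 under CGA and 12 under STL.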

We noticed only four opposite profiles between chicory flour and CGA or STL diets, probably due to the administration of these compounds apart from the food matrix. 

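Asb12 and Sp6 had CGA log2 fold changes of -1.18 (standard error 1.36) and -1.34 (standard error 1.32) in liver and STL values of -1.25 (standard error 1.36) and -1.59 (standard error 1.32). Each had 1 of 3 mice on the Chic side under both diets, and the SD between the 3 STL mice was 2.88 and 2.72. Tpi1 had -0.44 (standard error 0.66) under CGA and -0.51 (standard error 0.66) under STL in liver. Pigt had -0.49 (standard error 0.68) under STL in caecum. Pax7 in ileum had -1.38 (standard error 0.61) under CGA and -1.47 (standard error 0.61) under STL, with 0 of 3 mice on the Chic side in each. No profile was both opposite to Chic and past the threshold in limma (0 of 57), and 6 of the 57 under CGA and 8 under STL had an unadjusted p under 0.05. All 3 mice lay opposite to the direction of File S3 in 5 profiles under CGA and in 10 under STL, where simulated unchanged groups give 11.9 for a diet. Over both diets there were 11 such profiles, 3 with pooled controls, 7 with dim probes left out and 18 with the values as deposited. With an array left out there were up to 19 (CGA replicate 2), where fewer CGA mice have to lie opposite.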

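Rwdd3, an enhancer of SUMO conjugation, had Fru log2 fold changes of 1.34 (standard error 0.63) in liver and 0.76 (standard error 0.31) in ileum, and Pex11a 0.77 (standard error 0.45) and 0.90 (standard error 0.32). All 3 Fru mice lay above the Ctr1 mean for both genes in both tissues. Neither gene passed in limma. No gene was called in 2 tissues under Chic, Fru, CGA or STL (0 for each diet). Among the 3268 genes measured in both liver and ileum, the fold changes of Chic correlated with r of -0.01 and those of Fru with r of 0.23. Among the 762 shared by liver and caecum, r under Chic was 0.01, and among the 919 shared by ileum and caecum it was -0.01. These values are across genes, and the names in the liver and ileum tables carry the limit of spots that differ within one probe name.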

We observed that the same functions appear to be deregulated in the three analyzed tissues, even if different genes respond specifically in each of them; only two genes (Rwdd3 and Pex11a) were found similarly expressed in the liver and ileum and were separately recorded.

### 3.3. In Vivo Hormonal Assays

Slight differences were observed in plasmatic hormone levels following chicory flour intake. These differences were not significant in the Chic condition, but other compounds have proven to be significantly involved in these modifications. Thus, CGA decreased circulating leptin level and STL increased GIP level (Figure 2, File S4). The decrease in leptin level could be associated with a hypolipidemic effect, and GIP increase, with a hypoglycemic effect. These effects were equated with the mice body weight evolution and standard food consumption during the diets (File S1).

### 3.4. Metagenetic Analysis of Mice Microbiota

16S-rRNA gene-targeted metagenomic analysis was performed in the individual fecal samples of mice (*n* = 5) for each diet and the bacterial richness and phylogenetic composition of the microbiota were then estimated. After sequence processing, a total of 68 different operational taxonomic units (OTUs) were identified with an abundance > 0.1% and the average number of OTUs per individual was 703 ± 60 (File S5). The alpha diversity Shannon index indicated a stabilized diversity to the average of 2.8–3.5 for all sample groups, and no significant modifications were found during the Chic, Fru, CGA or STL diets (Figure 3A). Beta diversity among different conditions, as a comparison of taxa abundance, was considered by Principal Coordinate Analysis, which revealed a common but also specific effect of the chicory flour compounds (Figure 3B). Fructose impacted a larger number of taxa but CGA and STL also share an important role in these changes and present several particular effects.

The bacterial composition representing the phylum and genus relative abundance for major OTU is shown in Figure 4 and Figure 5, respectively. The most abundant phyla across all young subjects were *Firmicutes*, *Bacteroidetes*, *Patescibacteria*, *Proteobacteria*, *Actinobacteria*, *Cyanobacteria* and *Desulfobacteria* (Figure 4A). The most present were *Firmicutes* and *Bacteroidetes* and the ratio *Firmicutes*/*Bacteroidetes* (F/B) was found to be slightly diminished after 30 days of the chicory diet, probably due to the STL activity, as the only STL diet was found to induce a significant decrease (Figure 4B and File S6).

At the genus level, all changes observed in the relative abundance after 30 days of different treatments are represented in Figure 5. Quantitative modifications were observed in the abundance of several taxa after the different diets (Figure 5A). These modifications were closely followed as fold change of standardized abundance ratio (condition vs. control) (Figure 5B). Of the taxa, 13 were filtered for their relative abundance (>0.1%) consistently, in all samples, and presented modifications during the different diets. Six of them increased in abundance during the chicory diet, and seven of them decreased. The three analyzed compounds of the chicory flour (Fru, CGA and STL) triggered a similar increase in the relative abundance as the chicory flour for three taxa (*Prevotellaceae*, *Lachnospiraceae bacterium* A2 and *Clostridium* ASF356). Fructose alone impacted 5 taxa (*Butyricicoccaceae* UCG-009, *Oscillospiraceae* NK4A214, *Ruminococcus, Faecalibacterium* sp. UBA1819, and *Enterococcaceae bacterium* RF39), while CGA affected only the *Erysipelotrichaceae*. The results showed that, sometimes, two different classes of molecules could be involved together in changes in the abundance, as for *Muribaculaceae*, *Coriobacteriales*, *Oscillospirales* and *Rikenella*. A basic part of these results was validated by qPCR (File S7).

### 3.5. In Vitro Evaluation of the Apoptotic Effect

The effect of raw chicory flour decoction on apoptosis was studied by labelling HepG2 cells with Annexin V and propidium iodide and analyzed by flow cytometry. The amount of total apoptotic cells was calculated by considering both cells in early and late apoptosis (Figure 6); each value was reported to their respective control (DMEM). The chicory decoction induced a concentration-dependent increase in the number of apoptotic cells. Fru, CGA and STL were also tested separately and results showed that only STL at 75 µM and 100 µM induced a significant apoptotic effect (Figure 7).

### 3.6. In Vitro Anti-Inflammatory Effect

Chicory and its compounds at the highest non-cytotoxic concentration (data not shown) were screened for their anti-inflammatory activity in vitro using U937 cells, differentiated in macrophages and their capacity to secrete cytokines. Three pro-inflammatory cytokines (TNF-α, IL-8, IL-1β) were quantified in the cell media. As a control, stimulation with LPS significantly increased the secretion of TNF-α, and interleukin IL-8, (*p* < 0.0001) and IL-1β (*p* < 0.05) (Figure 8). The addition of the chicory decoction markedly reduced the secretion of all cytokines (*p* < 0.005) in inflamed cells. The decrease in interleukin levels seems to be due to CGA and STL effect and the reduction of TNF-α can probably be linked to the fructose effect.

### 3.7. In Vitro Antioxidant Effect

The antioxidant effect of the chicory flour was checked in a cell-free model for the superoxide anion and hydroxyl radical inhibition. The aqueous extracts of chicory flour triggered a significant decrease in superoxide anions, beginning from 0.5 mg·mL^−1^, and also a decrease in hydroxyl radicals that became significant, beginning from 1 mg·mL^−1^ (Figure 9).

## 4. Discussion

Chicory flour is a food product used in pastry and, at the same time, a functional food with multiple health benefits [2]. Several molecules or classes of molecules that enter the composition of chicory flour are possible effectors in these effects. This work was carried out to decompose the effects of chicory flour and to better understand the role of three of its components, Fru, CGA and STL. To do this, in vivo murine experimental analyses were carried out using an aqueous decoction of chicory, whose composition was found similar and quantitatively close (up to 70–80%) to that of flour. Analyses were performed to intercept nutrigenomic, hormonal and metagenomic changes that were subsequently correlated with events observed in vitro on human cells or in acellular systems.

### 4.1. The Anti-Cancer Effect of the Chicory Roots as Observed in an In Vivo Murine and In Vitro Human Cell Models

A chicory supplemented diet triggered the deregulation of nine genes involved in cell proliferation and apoptosis (Figure 1). In addition, this diet induced an apoptotic effect in HepG2 cells in vitro (Figure 6 and Figure 7). To determine which compound from chicory is responsible for this effect, we looked at the role of Fru, CGA and STL on gene expression and on HepG2 cells phenotype.

In liver tissue, we found two down-regulated genes under chicory treatment. The first one, *Nanog,* is a transcriptional factor that helps embryonic stem cells to maintain pluripotency by suppressing cell determination factors [27]. As it is highly expressed in cancer stem cells, this gene functions as an oncogene to promote carcinogenesis [28,29], being described as a prognostic and predictive cancer biomarker [30]. 

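In liver, Nanog had a normalized log2 level of 9.27 ± 0.21 (SD, n = 3) under Chic, 9.38 ± 0.19 (n = 3) under Fru and 13.94 ± 2.92 (n = 2) in Ctr1. The level was 9.14 ± 0.26 (n = 2) in Ctr2, 9.42 under CGA and 9.39 under STL (n = 3 each), so all 14 mice outside Ctr1 lay between 8.95 and 9.58. Under limma Nanog did not pass for Chic or Fru. The deposited value of 1 Ctr1 mouse was 65491, at the limit of the scanner, so its level is a lower bound. Its values come from 1 spot of the liver table, where spots of one probe name differed.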

Its down-regulation in Chic and Fru dietary conditions suggests that chicory flour, via its fructose content, can lead to the arrest of cells engaged in cancer proliferation. The second gene in this group, *Particl,* is involved in the response to irradiation and affords an RNA binding platform for genomic silencers, such as DNA methyltransferase 1 and histone tri-methyltransferases, to reign in the expression of tumor suppressors [31]. This gene was correlated to the expression of tumor suppressor genes, as it operates an active feedback silencing mechanism upon the putative tumor suppressor mat2a, to limit its expression [32]. The knockdown of this gene resulted in inverse changes in *Wwox* transcripts levels, which is also known as coding for a tumor suppressor [33]. 

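Particl in liver had log2 fold changes of -0.52 (standard error 0.86) under STL, -1.77 (standard error 0.86) under CGA and -0.25 (standard error 0.86) under Fru. All 3 STL mice and all 3 Fru mice lay below the mean of their controls, and 2 of 3 CGA mice did, with an SD of 2.35 between them. No diet passed the test in limma, with an adjusted p of 0.827 under CGA as the lowest. Spots of one probe name differed in this table.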

As we found the *Particl* gene down-regulated by the Chic and STL diets, we can suggest that chicory flour, via its STL content, can lead to an increase in tumor suppression, probably by apoptosis [34]. Our results on HepG2 cells indicated that only STL induced a significant apoptotic effect that could be related to *Particl* gene down-regulation.

In ileum cells, we found three up-regulated genes under the Chic diet. *Mcmdc2* is an essential gene for meiotic recombination-mediated repair [35] and fructose seemed to be the compound responsible for its up-regulation. *Mtss1* plays an important role in metastasis blocking, by governing the metastatic nature of cancer cells [36,37], and its up-regulation was led by the CGA and STL diets. 

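Mcmdc2 in ileum had a log2 fold change of 1.47 (standard error 0.38, adjusted p = 0.228) under Fru, -0.61 (standard error 0.38) under CGA and -0.38 (standard error 0.38) under STL, and all 3 Fru mice lay above the Ctr1 mean. With only Fru and Ctr1 in the limma fit, its adjusted p under Fru was 0.00811. Mtss1 in ileum had 0.24 (standard error 0.50) under CGA, 0.56 (standard error 0.50) under STL and 0.02 (standard error 0.50) under Fru, with 2, 2 and 1 of 3 mice above the control mean. It passed under none of the diets. Both genes were read in the ileum table, where spots of one probe name differed.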

*Lzts1* codes for a tumor suppressor that may stabilize the active CDC2-cyclin B1 complex and thereby contributes to the regulation of the cell cycle and the prevention of uncontrolled cell proliferation [38]. 

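Lzts1 in ileum, a leucine zipper protein, had log2 fold changes of 0.96 (standard error 0.35, adjusted p = 0.444) under Fru, 0.24 (standard error 0.35) under CGA and 0.18 (standard error 0.35) under STL. All 3 Fru mice lay above the mean of Ctr1, as did 2 of 3 CGA and 2 of 3 STL mice above that of Ctr2. The gene passed under no diet in limma, and its name carries the limit of the ileum table, where spots of one probe name differed.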

All chicory compounds (Fru, CGA and STL) seemed to participate in the up-regulation of this gene.

In caecum tissue, four genes were up-regulated during the chicory diet. *Anp32a* codes for a protein that has been found to be decreased or absent in malignant tumors, and to modulate cell growth by regulating p38 and AKT activity [39]. *Cables1* codes for a vital cell cycle regulator, dysregulation of which has been associated with a large number of human malignancies [40]. *Ctbp2* codes for a negative regulator of cell proliferation, and *Chtf8* is also involved in the cell cycle and, equally, in telomere maintenance via semi-conservative replication [41]. These genes were found to be up-regulated by the chicory diet, and fructose seems to be the bioactive component for all of them.

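In caecum under Fru, Chtf8 had a log2 fold change of 0.91 (standard error 0.54), Anp32a 0.70 (standard error 0.32), Ctbp2 0.48 (standard error 0.22) and Cables1 0.44 (standard error 0.28), and all 3 mice lay above the Ctr1 mean for each. Under CGA they had 0.31, 0.11, -0.05 and 0.53, and under STL -0.24, -0.08, -0.13 and 0.11, in the same order and with the same standard errors. Cables1 was above the Ctr2 mean in 3 of 3 CGA mice. None of the 4 passed under any of these diets in limma, the lowest adjusted p being 0.708 for Anp32a and for Ctbp2 under Fru.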

We observed that fructose plays a major role in the deregulation of genes involved in cell proliferation regulation, but CGA and STL can also impact several key genes, especially those involved in metastasis suppression. STL alone seems to be responsible for one important apoptosis-related gene expression, and this observation could be associated with in vitro results (Figure 8), showing a significant apoptotic effect of STL on HepG2 cells. Our observations are consistent with other studies showing the effect of chicory extracts on the regulation of cell proliferation and apoptosis in different human cancer cell lines [42,43].

### 4.2. The Anti-Inflammatory Effect as Observed in an In Vivo Murine and In Vitro Human Cell Models

All three analyzed tissues responded by an increase in the anti-inflammatory effect during the chicory diet. The liver responded by the deregulation of *Snx10*, *Nt5e* and *Rwdd3*, ileum, also by the *Rwdd3* deregulation and the caecum by the *Cfd* gene deregulation (Figure 1). SNX10 presents a crucial role in macrophage polarization and inflammation, and the loss of SNX10 function was proposed to be a potentially promising therapeutic strategy for inflammatory bowel disease [44]. The down-regulation of this gene suggests an anti-inflammatory effect, triggered by the chicory flour, and among its components by the fructose only. 

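The normalized log2 level of Snx10 in liver was 13.81 ± 0.12 (SD, n = 3) under Chic and 15.59 ± 0.57 (n = 2) in Ctr1. Its log2 fold change under Fru was -1.82 (standard error 0.27, adjusted p = 0.0512). Against Ctr2, with a level of 13.51 ± 0.01 (n = 2), it was -0.08 (standard error 0.27) under CGA and 0.18 (standard error 0.27) under STL. The call under Fru was made in 7 of 28 settings of limma and under Chic in 4. In 1 Ctr1 mouse the deposited value was 65485, at the limit of the scanner. Snx10 was read from 1 spot of the liver table, where spots of one probe name differed.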

NT5E is a marker of lymphocyte differentiation, and this enzyme contributes to the anti-inflammatory properties of afferent lymphatic endothelial cells in humans and mice [45]. Fructose, but also CGA and STL, could induce an up-regulation of the gene coding for this enzyme. RWDD3 is involved in the negative regulation of NF-κB transcription factor activity [46] and its up-regulation by the chicory diet could be attributed to the fructose in the liver. In ileum cells, in addition to fructose, CGA and STL also increased the expression of this gene. 

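Nt5e in liver had log2 fold changes of 0.75 (standard error 0.24, adjusted p = 0.401) under Fru, 0.44 (standard error 0.24) under CGA and 0.37 (standard error 0.24) under STL, and all 3 mice of each diet lay above their control mean. Nt5e did not pass under any of them in limma. Rwdd3 in ileum had 0.92 (standard error 0.31, adjusted p = 0.255) under CGA and 0.70 (standard error 0.31) under STL, with 3 and 2 of 3 mice above the Ctr2 mean. In liver Rwdd3 had -0.43 (standard error 0.63) and -0.54 (standard error 0.63). Both genes were read in tables where spots of one probe name differed.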

CFD is a component of the alternative complement pathway [47], involved in the inflammatory response. 

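Cfd in caecum had log2 fold changes of -1.08 (standard error 0.81) under Fru, -0.11 (standard error 0.81) under CGA and -0.51 (standard error 0.81) under STL, and 2 of 3 mice lay below the control mean under each. Complement factor D is made by fat cells, and 5 genes of adipocytes were measured in caecum. Under Chic, 0 of the 5 were higher and their median was -0.52, and camera gave an adjusted p of 0.107, which was 0.810 with an estimated correlation. Cfd passed under no diet in limma (lowest adjusted p 0.897 of these 3, under Fru).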

Its down-regulation during the chicory diet could be attributed to all analyzed compounds: fructose, CGA and STL.

An anti-inflammatory response from chicory roots has already been observed by Ripoll et al. [48] and Matos et al. [49], who investigated the immunomodulatory mechanisms of STL across the modulation of inflammatory pathways in vivo, on rat and mouse models and, respectively, in vitro, on human intestinal mucosa Caco-2 cells. Our observations in vivo were performed over nutrigenomic analyses, under chicory flour, fructose, CGA and STL supplementation (Figure 1) and indicated a deregulation of four genes involved in anti-inflammatory responses. Thereafter, our in vitro observations (Figure 8) showed that chicory supplementation in mice led to a decrease in TNF-α, IL-1β, IL-8 levels. The fructose, CGA and STL were pointed as effector molecules. CGA and STL seemed to be affecting IL-1β and IL-8 levels more, and fructose was responsible for TNF-α reduction.

### 4.3. Antibacterial and Antiviral Effect as Observed in an In Vivo Murine Model

During the chicory diet, seven genes involved in the antimicrobial effect and innate immune system were impacted (Figure 1). Thus, *Wfdc21*, *Asb12*, *Ighv5-4*, *Ap1m1*, *Irf2bp2*, *Saa3* and *Mzb1* were found up-regulated under the Chic diet, except *Ap1m1,* which was impacted by the CGA, while all the others were up-regulated by the fructose intake. 

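Under Fru, Wfdc21 in liver had a log2 fold change of 1.63 (standard error 0.49, adjusted p = 0.360) and Ighv5-4 0.31 (standard error 0.23), and in caecum Irf2bp2 had 0.93 (standard error 0.35), Saa3 0.48 (standard error 0.23) and Mzb1 0.79 (standard error 0.29). All 3 Fru mice lay above the Ctr1 mean for each. Ap1m1 in ileum had 0.34 (standard error 0.79) under Fru and 0.93 (standard error 0.79) under CGA, with 1 and 2 of 3 mice above the control mean. Under CGA, Wfdc21 had 0.15, Saa3 -0.04 and Mzb1 -0.06, and Irf2bp2 had 0.47 with 3 of 3 mice above the Ctr2 mean. In caecum, the 5 measured genes of B cells and plasma cells were all higher under Fru, with a median of 0.37, and camera gave an adjusted p of 0.0845, which was 0.918 with an estimated correlation. No gene of the 7 passed under Fru or CGA in limma. Wfdc21, Ighv5-4 and Ap1m1 were read in tables where spots of one probe name differed.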

The antibacterial effect of a CGA-rich extract on several common pathogens was already suggested by in vitro experiment [7] and the honey containing fructose was also described as a potential anti-bacterial agent [50].

### 4.4. Hypolipidemic and Hypoglycemic Effects, Appetite Regulation and Intestinal Absorption as Observed in an In Vivo Murine Model

Chicory has been described as a digestive remedy for both humans [51,52] and animals [53,54,55]. Hypolipidemic and hypoglycemic effects were already observed in mice [2]. We support these data with new in vivo nutrigenomic and hormonal effects in the present study. Liver tissue, ileum enterocytes and caecum tissue responded to the chicory flour diet by the up-regulation of seven genes, resulting in lipid metabolism modifications with, consequently, hypolipidemic effects (*Apoa1*, *Acox3*, *Pex11a*, *Akr1b8*, *Fa2h* and *Gla*), the deregulation of five genes, triggering a hypoglycemic effect and affecting the appetite regulation (*Tpi1*, *Sp6*, *Gcg*, *Insm2*, *Sec11a*), and also a gene playing an important role in intestinal absorption (*Add1*) (Figure 1).

Gene coding for APOA1, which is the major component of the high-density lipoprotein complex, playing a key role in the metabolism of triglycerides [56] and clear fats, including cholesterol [57], was found up-regulated under the CGA diet. Gene coding for ACOX3 is essential for bile acid formation [58], with a role in lipid destructuration, and was up-regulated by all chicory compounds (Fru, CGA and STL). 

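Apoa1 in liver had a log2 fold change of 0.18 (standard error 0.24, adjusted p = 0.993) under CGA, with 2 of 3 mice above the Ctr2 mean, -0.09 (standard error 0.24) under Fru and 0.06 (standard error 0.24) under STL. Acox3 in liver had 1.38 (standard error 0.65, adjusted p = 0.827) under CGA, 0.53 (standard error 0.65) under Fru and 0.98 (standard error 0.65) under STL. The SD between the CGA mice was 1.58 for Acox3, and 2 of 3 of them lay above the Ctr2 mean, against 3 of 3 STL mice. Neither gene passed in limma, and both come from the liver table, where spots of one probe name differed.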

Gene coding for LIPH, which is also involved in the triglyceride catabolism [59], and for PEX11A that is known to have a major impact on lipid metabolism [60,61], were found deregulated in both liver and ileum, being impacted by the fructose only. AKR1B8, that regulates fatty acid synthesis [62], FA2H, that is involved in galactosphingolipid synthesis [63], and GLA, that is involved in sphingolipids metabolism [64], were also impacted by all bioactive effectors: fructose, CGA and STL (Figure 1). 

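Liph in ileum had a log2 fold change of 0.37 (standard error 0.14, adjusted p = 0.444) under Fru, -0.13 (standard error 0.14) under CGA and -0.03 (standard error 0.14) under STL. Pex11a had -0.80 (standard error 0.32) under CGA and -1.04 (standard error 0.32) under STL in ileum, and -0.75 (standard error 0.45) under STL in liver, with 0 of 3 mice above the Ctr2 mean in each. In caecum, Fa2h had 0.90 (standard error 0.30) under Fru, 0.44 (standard error 0.30) under CGA and 0.48 (standard error 0.30) under STL, with all 3 mice of each diet above their control mean. Akr1b8 had 0.20 (standard error 0.24), -0.07 (standard error 0.24) and 0.01 (standard error 0.24) under these diets. The log2 level of Gla was 9.26 ± 1.23 (SD, n = 2) in Ctr1, 11.90 ± 0.14 (n = 3) under Chic and 12.05 ± 0.65 (n = 2) in Ctr2. Against Ctr2, Gla had -0.09 (standard error 0.41) under CGA and 0.04 (standard error 0.41) under STL. Gla under Fru was the 1 call among these genes and diets. Liph and Pex11a come from tables where spots of one probe name differed.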

All these deregulations could trigger a hypolipidemic effect, and this consequence is also suggested by in vivo Luminex assay (Figure 2). The circulating level of leptin was reduced after 30 days of chicory supplementation and significantly altered by the CGA diet. Being directly linked to the body fat distribution [65], a decrease in plasmatic leptin could be associated to the hypolipidemic effect. In our study, body weight was not significantly altered (Supplementary File S1), however, a slight decrease in body weight was observed for Chic fed mice.

Concerning glycemic effect, we observed that gene coding for TPI1, which is involved in glycolysis [66], and for SP6, involved in hepatic gluconeogenesis [67], were up-regulated during the chicory diet. 

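Tpi1 in liver had a log2 fold change of 1.28 (standard error 0.66, adjusted p = 0.716) under Fru, and Sp6 had an SD of 0.86 between its 3 Fru mice, all above the Ctr1 mean. The adjusted p of Sp6 under Fru was 0.653. No test of these genes passed in limma. Tpi1 and Sp6 were read in the liver table, where spots of one probe name differed.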

The responsible bioactive compound seems to be the fructose that induced the same deregulation as the chicory flour when administrated alone. We know that honey containing fructose exerts a hypoglycemic effect [68], and so, obviously, the fructose contained in the chicory could act similarly.

The appetite regulation was already described as an important effect in chicory root consumption [2,18]. We found *Gcg* gene coding for pro-glucagon to be down-regulated. This gene, which plays a key role in glucose metabolism and homeostasis [69], was impacted by the fructose and STL. The gene coding for INSM2 that stimulates the pancreatic endocrine cell differentiation and, thus, the insulin biosynthesis [70], was up-regulated by all chicory compounds. We also found that gene coding for Sec11a, involved in incretin synthesis [71], was up-regulated under the chicory diet and that fructose seems to be the bioactive compound that impacts this gene. 

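Gcg in liver had a log2 fold change of -0.46 (standard error 0.16, adjusted p = 0.439) under Fru and -0.10 (standard error 0.16) under STL, with 3 of 3 mice below the control mean in each, and 0.08 (standard error 0.16) under CGA. Its mean log2 level in liver was at percentile 32.9 of the genes measured there. Insm2 in ileum had 1.50 (standard error 0.76, adjusted p = 0.551) under Fru, 0.90 (standard error 0.76) under CGA and 0.81 (standard error 0.76) under STL. Sec11a in caecum had 0.46 (standard error 0.23) under Fru, with 3 of 3 mice above the Ctr1 mean, -0.14 (standard error 0.23) under CGA and -0.37 (standard error 0.23) under STL. None of these passed in limma. The names Gcg and Insm2 carry the limit of the liver and ileum tables, where spots of one probe name differed.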

More than that, the circulating GIP level was increased after chicory consumption and significantly higher with STL supplementation (Figure 2). It is known that GIP is a primary incretin hormone, secreted from the intestine, to stimulate insulin secretion from pancreatic β cells and, thus, plays an important role in glucose metabolism [72].

Finally, the intestinal absorption was already observed to be impacted by a chicory supplementation [73], but the mechanism was unidentified. We found that gene coding for ADD1, which is involved in actin cytoskeleton organization [74], and consequently in various intestinal functions as cell motility, endothelial adhesion junctions, absorption, etc. [75], was up-regulated under chicory flour and, respectively, fructose bioactive action.

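The normalized log2 level of Add1 in ileum was 7.34 ± 0.56 (SD, n = 2) in Ctr1, 9.27 ± 0.45 (n = 3) under Chic and 10.46 ± 0.27 (n = 3) under Fru. In Ctr2 it was 10.03 ± 0.10 (n = 2), under CGA 9.72 ± 0.34 and under STL 9.56 ± 0.30 (n = 3 each). The lowest of the 14 mice outside Ctr1 was at 8.79 and the highest Ctr1 mouse at 7.74. The difference between Fru and Chic had an adjusted p of 0.446 in limma. Without Ctr1 replicate 2, which leaves 1 Ctr1 mouse, the log2 fold change under Chic was 1.59 and the call ended. Of the Ctr1 mice, 1 had a deposited value of 266, the lowest on its array. Add1 was read from 1 spot of the ileum table, where spots of one probe name differed.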

### 4.5. Neural and Sensory Development as Observed in an In Vivo Murine Model

This study highlighted the effect of chicory on the neural and sensory development by nutrigenomic analyses. A group of 13 genes was up-regulated under chicory intake (Figure 1). Among these genes, we note that the one coding for POU6F1 is involved in brain development and neural plasticity [76], NTF5 related to formation and maintenance of neuronal connections [77] and to taste development [78], MECP2 is essential for the normal function of nerve cells [79], and BICDL1 is a key component of vesicular transport in developing neurons [80]. Further, in this group, we found the gene coding for NAV2 that is involved in the development of different sensory organs [81], CLIC5, which is required for normal hearing [82], VMN1R101, OLFR1449 and OLFR1014, with a role in smell perception [83,84]. 

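Under Fru in liver, Pou6f1 had a log2 fold change of 0.93 (standard error 0.22, adjusted p = 0.166), Olfr1449 0.81 (standard error 0.32), Clic5 0.80 (standard error 0.30), Ntf5 0.68 (standard error 0.27) and Nav2 0.63 (standard error 0.25). Vmn1r101 had 0.28 (standard error 0.18) and Bicdl1 0.17 (standard error 0.21). In ileum, Olfr1014 had 1.46 (standard error 0.47) and Pax7 1.37 (standard error 0.61). All 3 Fru mice lay above the Ctr1 mean for each of these 9 genes. Of the 13 neural and sensory profiles, 0 passed under Fru in limma over all genes, 7 had an unadjusted p under 0.05, and 2 passed when adjusted over the list alone, which the study chose on these arrays. The fixed list of olfactory and vomeronasal receptors, with 212 genes in liver and 250 in ileum, did not pass camera under Chic or Fru. These 9 genes and the receptor list were read in tables where spots of one probe name differed, so the list test cannot exclude a response of the receptors.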

Another worth noting is the deregulation of gene coding for PAX7, which plays a role in neural crest development [85], RASGRF1, known for its role in long-term memory [86] and PIGT, described as implied in neuron differentiation [87]. Surprisingly, we also found a significant up-regulation in gene coding for NOCT, which is involved in the circadian rhythm regulation [88]. 

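Rasgrf1 in ileum had a log2 fold change of 0.79 (standard error 0.25, adjusted p = 0.447) under STL, with 3 of 3 mice above the Ctr2 mean, and -0.24 (standard error 0.25) under Fru, with 0 of 3 above that of Ctr1. Noct in caecum had 0.25 (standard error 0.53) under CGA, with 2 of 3 mice above the Ctr2 mean, and -0.10 (standard error 0.53) under Fru, with 1 of 3. Its SD between the 3 STL mice was 0.60. Pigt in caecum had 0.84 (standard error 0.68) under Fru, with 2 of 3 mice above the mean of Ctr1, and 0.50 (standard error 0.68) under CGA. None of these genes passed under these diets in limma. Spots of one probe name differed in the ileum table.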

Other than *Rasgrf1,* which was up-regulated under CGA, and *Noct,* which was up-regulated under CGA bioactive impact, the rest of the genes were deregulated under fructose impact. Excess fructose consumption has been related to metabolic syndrome and obesity, and more generally, to the feeding behavior and a hunger-like state in the brain [89]. In chicory plants, the fructose is present in a low quantity in roots (3–6 mg/g dry matter depending on genotype). Its regular consumption, enclosed in the food matrix, was assimilated to a benefit as appetite booster [90] or appetite regulator [18] and the mechanism of its action could most probably interfere with genes involved in neural and sensory development.

### 4.6. Anti-Xenobiotic and Antioxidant Effect as Observed in Both In Vivo Murine and In Vitro Cell-Free Models

The chicory decoction triggered an up-regulation of genes involved in anti-xenobiotic and antioxidant effects, such as *Abcc5,* which codes for a transmembrane pump essential for the elimination of certain toxins [91], *Hvcn1* and *Gstm2,* which are involved in the maintenance of redox homeostasis [92,93], and also several genes coding for cytochrome P450 polypeptides, such as CYP2B23, CYP2C29 and CYP3A57, that are known to be involved in xenobiotic metabolism [94]. Fructose was found to be the bioactive compound involved in this effect for four genes, but also CGA (for three genes) and STL (for one gene) (Figure 1). 

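Gstm2 in ileum had a log2 fold change of 1.06 (standard error 0.26, adjusted p = 0.223) under Fru, and in liver Hvcn1 had 0.86 (standard error 0.42), Cyp2b23 0.61 (standard error 0.35), Abcc5 0.40 (standard error 0.14) and Cyp2c29 0.35 (standard error 0.20), with all 3 mice of each above the Ctr1 mean. Cyp3a57 in ileum had 0.41 (standard error 0.19) under CGA and 0.49 (standard error 0.19) under STL, with 3 of 3 mice above the Ctr2 mean in each, and 0.15 (standard error 0.19) under Fru. Abcc5 had 0.18 (standard error 0.14) under CGA, in 3 of 3 mice, and Cyp2b23 -0.41 (standard error 0.35) under STL. Over these 6 genes, 5 had all mice on the Chic side under Fru, 2 under CGA and 1 under STL. In limma 0 passed under any of the 3 diets, with 2, 1 and 1 at an unadjusted p under 0.05. All 6 were read in tables where spots of one probe name differed.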

We also observed an important effect of the chicory decoction on the hydroxyl radical and on the superoxide anion (Figure 9). All these observations are in agreement with other studies and confirm the antioxidant effect of the chicory, most likely due to fructose, CGA and STL [6,11,95].

### 4.7. Microbiota Modifications

Fecal specimens were used for a 16S RNA targeted metagenomics analysis to estimate gut microbiota changes during the different diets. The alpha diversity indicates a relative homogeneity of responses, and the beta diversity indicates that the different chicory compounds trigger common, but also specific, modifications in bacterial taxa abundance (Figure 3). The ratio between the *Firmicutes* and *Bacteroidetes* phyla was calculated for different treatments, and a decrease in this ratio was registered for the Chic diet, probably due to the STL effect as the STL diet triggered a significant decrease in the F/B ratio (Figure 4). A change of F/B ratio may be important because this was described to be correlated with digestion and metabolic processes. In humans, this ratio was found to be significantly increased in patients developing type 1 diabetes and also obesity [96,97]. In mice, this ratio was already observed to be impacted by the chicory diet [2,18], which is also in accordance with our observations. In addition to this, we were able to detect that STL is the class of molecules that mostly modifies this ratio.

Daily feeding with the chicory flour decoction triggered changes in the relative abundance of several bacterial genera (Figure 5). Several taxa increased in abundance (*Prevotellaceae*, *Lachnospiraceae bacterium* A2, *Clostridium* ASF356, *Muribaculaceae*, *Butyricicoccaceae* UCG-009, *Coriobacteriales*), while others decreased (*Oscillospirales*, *Oscillospiraceae* NK4A214, *Ruminococcus*, *Faecalibacterium* sp. UBA1819, *Erysipelotrichaceae*, *Enterococcaceae bacterium* RF39, *Rikenella*) and these variations were tracked in Fru, CGA and STL diets to understand the role of these compounds in the different modifications.

Thus, the abundance of *Prevotellaceae* was found to be increased in the Chic diet and similarly impacted by all tested compounds. This gut bacterial taxon was found in humans, correlated with Parkinson’s Disease [98,99], its decrease indicating a disease state. *Prevotellaceae* was assigned as a psychobiotic [100], in other words, a group of beneficial bacteria that influences bacteria–brain relationships and exerts anxiolytic and antidepressant effects, characterized by changes in emotional, cognitive, systemic, and neural indices [101]. Short chain fatty acid (SCFA) producers were also recognized as psychobiotics [100], and we noticed in our study at least four bacterial taxa, known as butyrate, and other SCFA producers that were impacted by chicory flour and their abundance were found increased during fructose but also by the CGA and/or STL: *Lachnospiraceae bacterium* A2, *Clostridium* ASF356, *Muribaculaceae*, *Butyricicoccaceae* UCG-009 [102,103]. These observations go near the neural and sensory development, suggested by the nutrigenomic analysis, and suggest an improvement of neuronal functions during a chicory supplemented diet.

*Coriobacteriaceae* seemed to be positively affected under chicory uptake conditions and mainly influenced by fructose and CGA. These bacteria carry out functions of importance, such as the conversion of bile salts and steroids, as well as the activation of dietary polyphenols [104] and its modifications could be associated to the hypolipidemic effect of the chicory that was also observed across the nutrigenomic analysis. Our study showed that *Oscillospirales*, *Oscillospiraceae* NK4A214 and *Ruminococcus* taxa were negatively impacted by the chicory and fructose diets. These taxa were described as being negatively associated with high fatty liver index (FLI) and connected with the non-alcoholic fatty liver disease (NAFLD) [105,106,107], and their decrease in our study supports even more the hypolipidemic and hepatoprotector effect of the chicory, and especially of the fructose.

*Faecalibacterium* sp. UBA1819, a succinate-producing bacterium that was described to be involved in the increase in sleep fragmentation and blood pressure [108], was found with a diminished abundance during the chicory diet, probably due to the fructose content. This observation suggests a hypotensive effect of the chicory uptake.

The chicory diet across fructose, but also CGA and STL, triggered the decrease in the abundance of several taxa, known as mainly pathogenic or inflammatory factors, such as *Erysipelotrichaceae*, *Enterococcaceae bacterium* RF39 and *Rikenella* [109,110].

We can conclude for the microbiota analysis that together, these modifications in taxa composition surprisingly merged with many nutrigenomic impacts of the chicory uptake: effects on the neural development (by the psychobiotics as *Prevotellaceae* or different SCFAs producers increased abundance), hypolipidemic effects (by the *Coriobacteriaceae* increased abundance, and *Oscillospirales*, *Oscillospiraceae* NK4A214 and *Ruminococcus* decreased abundance), anti-inflammatory and anti-pathogenic effects (suggested by the *Erysipelotrichaceae*, *Enterococcaceae bacterium* RF39 and *Rikenella* decreased abundance). A hypotensive effect was also suggested by the *Faecalibacterium* sp. UBA1819 decreased abundance. As for the transcriptomic analyses, the fructose was found to play an important role in bacterial richness, being involved in the abundance modification of 12 bacterial taxa. The CGA was also observed to exert a noticeable influence for six taxa, and the STL for the other six taxa.

## 5. Conclusions

Chicory as a functional food has been studied in the form of root, transformed into flour, for pastry or bakery use, or more generally in the food industry. To identify the main effector molecules of the chicory, we split the composition of this flour into several classes of molecules. Inulin, the main component of the chicory root, has already been the subject of studies, showing its exclusively prebiotic effect [2]. In this work, fructose, CGA and STL were tested in daily administration in mice, and a set of analyses were performed. The gene expression profile of the experimental animals, following the different diets, indicated several deregulated biological functions, leading to several putative health effects: anti-cancer, anti-inflammatory, antimicrobial effect, and metabolic effect concerning bile acid biosynthesis, lipid and carbohydrate metabolism, appetite regulation and intestinal absorption. A regulatory effect has also been observed in many genes affecting neuronal and sensory development, suggesting a regulation of energy homeostasis. In addition, anti-xenobiotic and antioxidant effects were also observed. All these effects seem similar in the three different analyzed tissues, even though different genes appear to govern these responses in each tissue.

These effects were then recognized by complementary in vivo analyses, such as hormonal assay, and also by in vitro analyses on cultured cells or on acellular assays, to highlight the apoptotic, anti-inflammatory and antioxidant effects. A 16S RNA targeted metagenomic analysis completed the panel of health effects of the chicory flour and its components, and showed the role of fructose, CGA and STL in the development of several SCFA producers, with a psychobiotic role, bacteria with hypolipidemic, hepatoprotective and also a hypotensive role.

Hence, our study explicitly targeted these effects on gene expression, hormone-releasing and microbiota modifications and pointed out the role of different effector molecules contained in chicory roots: fructose, CGA and STL. All these responses are summarized in Figure 10 and File S8. Fructose seems to be the most involved in these activities, contributing to approximately 83% of all recorded responses. Almost half of the fructose effects were observed at the metabolism level and brain appetite regulation. CGA and STL have shown a specific role for all different effects, with an estimated 23 and 24% contribution, respectively. Further studies are certainly needed to test the role of other classes of molecules, as well as the defined role of the food matrix. Chicory genotype breeding and/or CRISPR-Cas9 tool [111] should be able to guide us even more quickly in the complete deciphering of different effects and effectors of chicory flour on health.

## Figures and Tables

**Figure 1:**
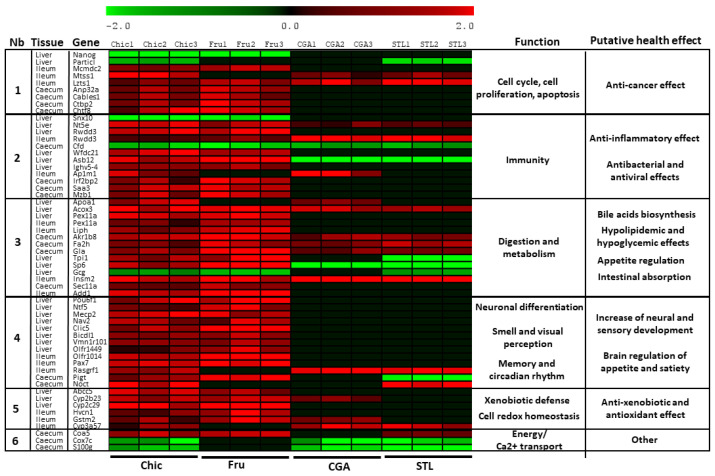
Gene expression profiles in hepatic tissue, ileum cells and caecum of mice after different diets. Log2 fold change of gene expression was represented individually for mice (1–3) and gene-related physiological processes and putative health effect are represented on the right part of the graph. Chic—chicory flour diet; Fru—fructose diet; CGA—chlorogenic acids treatment; STL—sesquiterpene lactones treatment.

**Figure 2:**
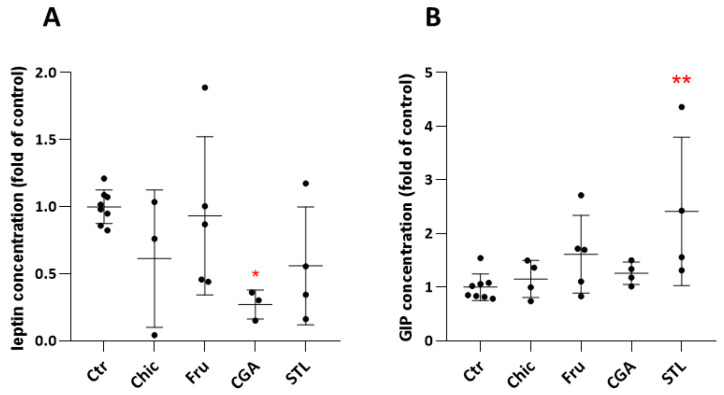
Leptin (**A**) and GIP (**B**) level in mice plasma after 30 days of chicory, fructose, CGA and STL supplemented diet. Control values were pooled together (Ctr). Plasmatic hormone levels were expressed as a ratio of the control level. Statistical analysis was performed using one-way ANOVA and Dunnett’s multiple comparisons test (* *p* < 0.05; ** *p* < 0.01 against control).

**Figure 3:**
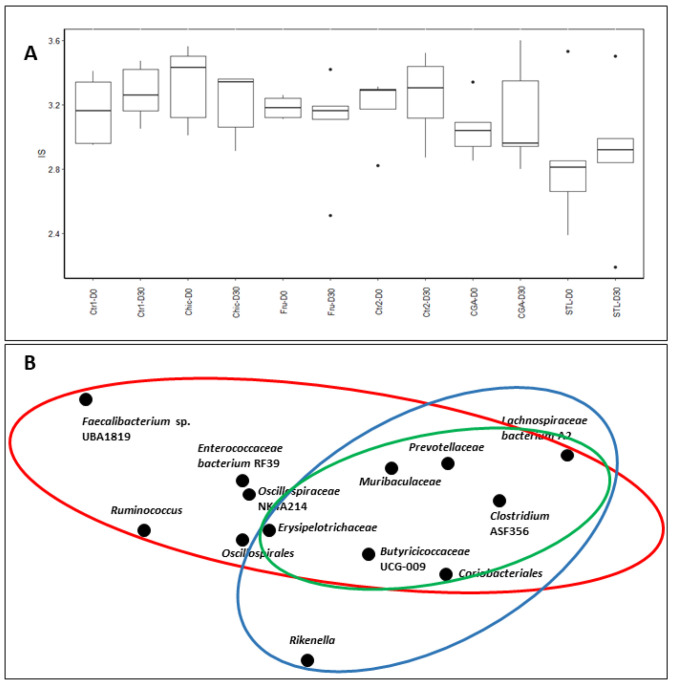
Microbial diversity in fecal microbiota of mice after chicory (Chic), fructose (Fru), chlorogenic acids (CGA) or sesquiterpene lactones (STL) supplemented diet. (**A**) Alpha diversity was illustrated by the Shannon index (IS) that indicates a stabilized diversity for all subject groups (*p* > 0.05). (**B**) Principal Coordinates Analysis (PCoA) plots (beta-diversity) of affected taxa during different diets. Relative abundance obtained from sequencing the 16s rRNA gene in fecal samples was represented for taxa providing differences during chicory flour diet. Red circle mainly delimits the fructose effect, blue circle delimits the STL effect and green circle the CGA effect.

**Figure 4:**
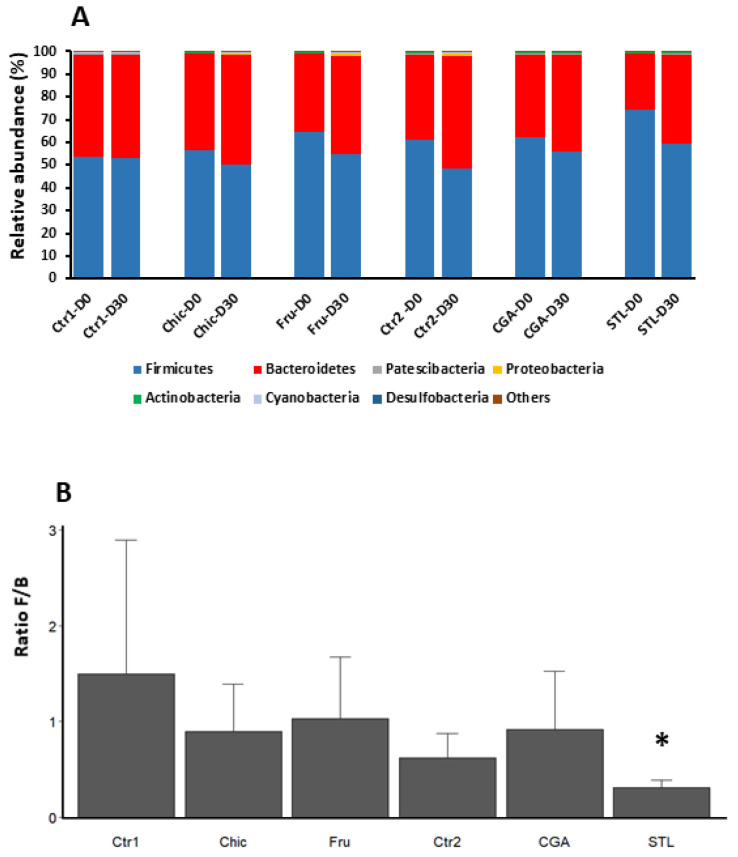
Changes in bacterial phyla abundance. (**A**) Relative abundance (%) of phyla in mice microbiota before (D0) and after 30 days (D30) of chicory (Chic), fructose (Fru), chlorogenic acids (CGA) or sesquiterpene lactones (STL) supplemented diet. Relative abundances detected by NGS are expressed as means. Phyla with abundance under 0.1% are grouped in “Others”. (**B**) Standardized abundance ratio relative to D0 of *Firmicutes* and *Bacteroidetes* (Tukey’s test, *n* = 5/group, * for *p* < 0.1). Chic—chicory flour; Fru–fructose; CGA—chlorogenic acids; STL—sesquiterpene lactones; Ctr1—control related to Chic and Fru diet; Ctr2—control related to CGA and STL diet.

**Figure 5:**
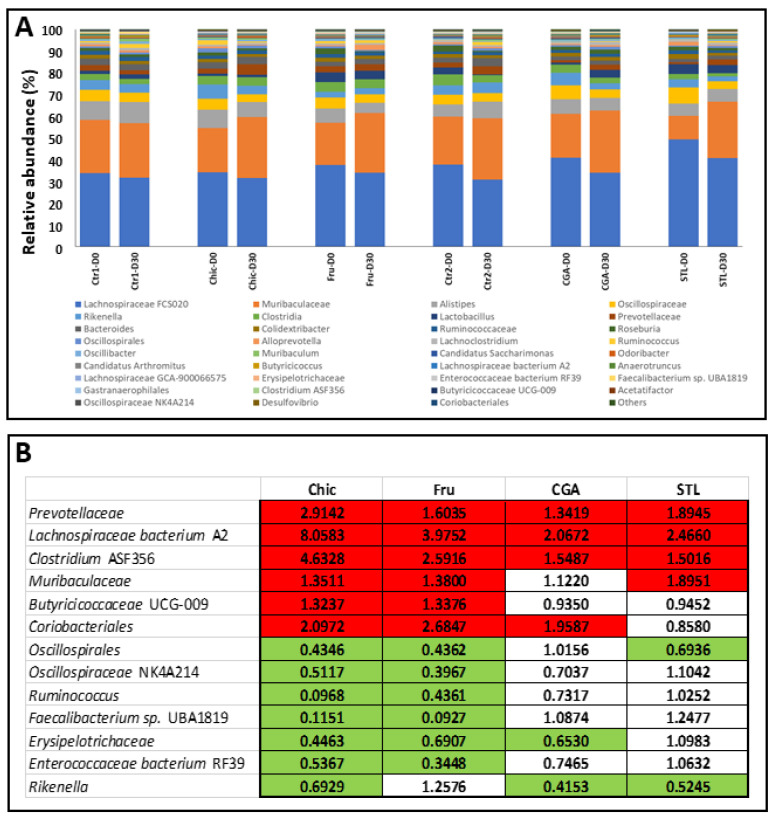
Relative abundance of main genera in mice fecal microbiota after chicory flour (Chic), fructose (Fru), chlorogenic acids (CGA) or sesquiterpene lactones (STL) diet. (**A**) Relative abundances of genera (%) are indicated when their values are >0.1%. Genera with a low relative abundance were assigned as “Others”. (**B**) Heatmap representing the fold change of standardized abundance ratio. Increased abundance compared to control was considered when FC > 1.30 (red squares) and decreased when <0.70 (green squares).

**Figure 6:**
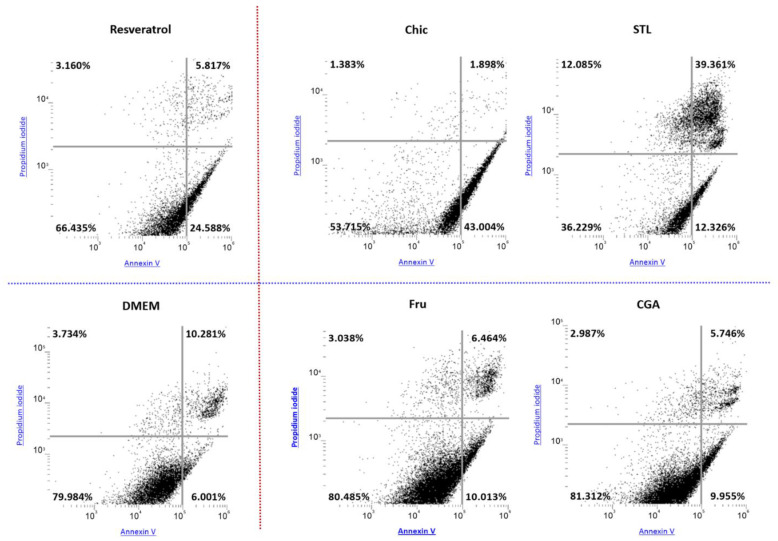
Dot plots illustrating the apoptotic effect of chicory flour and its compounds on HepG2 cells. HepG2 cells were treated for 24 h with chicory decoction (Chic), fructose (Fru), CGA and STL solutions at different concentrations and analyzed using propidium iodide and Annexin V. Representations were selected among the most elevated concentration of each compound (3% for Chic and Fru; 100 µM for CGA and STL). Resveratrol at a concentration of 200 µM was used as a positive control, and DMEM as a negative one. The top left quadrant of each plot represents unviable cells, the top right quadrant represents necrotic cells or cells in late apoptosis. The bottom left quadrant represents viable cells and the bottom right quadrant represents early apoptotic cells. Total apoptotic cells were calculated by adding the top right and bottom right quadrant’s content. Samples illustrated in the top of the figure (Resveratrol, Chic and STL) provided an increased apoptotic effect compared to the other samples.

**Figure 7:**
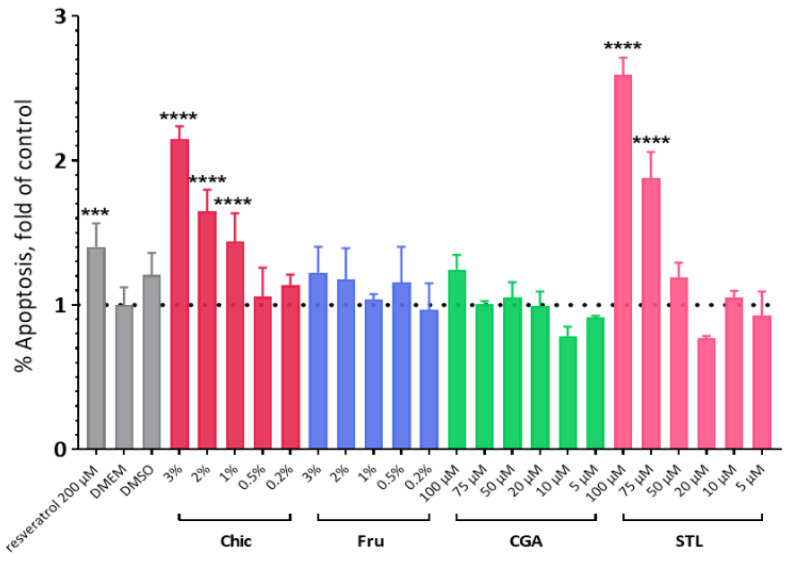
Apoptosis induction on HepG2 cells. HepG2 cells were treated with various concentrations of a chicory flour decoction (Chic) or D-fructose solution (Fru) (from 0.2% to 3%), and also with chlorogenic acids (CGA) or sesquiterpene lactones (STL) (from 5 µM to 100 µM) for 24 h. Resveratrol at a concentration of 200 µM was used as a positive control and DMEM and DMSO as negative ones. As no significant variations were registered between negative controls, the apoptosis induction in each condition was compared to the DMEM control and expressed as a ratio. Statistical analysis was performed using one-way ANOVA and Dunnett’s multiple comparisons test (**** *p* < 0.0001; *** *p* < 0.0005 compared with the DMEM control).

**Figure 8:**
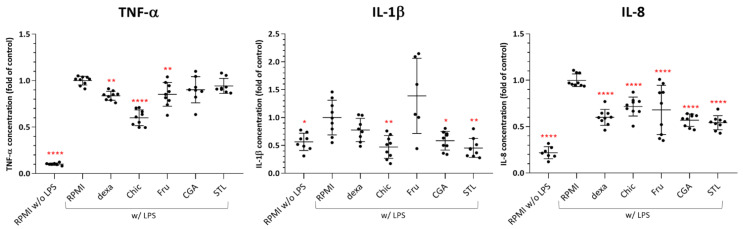
Effects of chicory and its compounds on TNF-α, IL-1β and IL-8 production by human U937 macrophages. U937 were differentiated with PMA before being inflamed with LPS (w/LPS) and put in contact with samples for 2 h. Dexamethasone (dexa) was used as a negative control of inflammation. Efficiency of LPS inflammation was controlled (RPMI w/o LPS) in each test. Cytokine levels were expressed as a ratio of the control (RPMI w/LPS) level. Statistical analysis was performed using one-way ANOVA and Dunnett’s multiple comparisons test (* *p* < 0.05; ** *p* < 0.005; **** *p* < 0.0001 against control). dexa: 20 µM of dexamethasone; chic: 1% of chicory flour decoction; Fru: 1% of D-fructose; CGA: 20 µM of chlorogenic acids mix; STL: 20 µM of sesquiterpene lactone mix.

**Figure 9:**
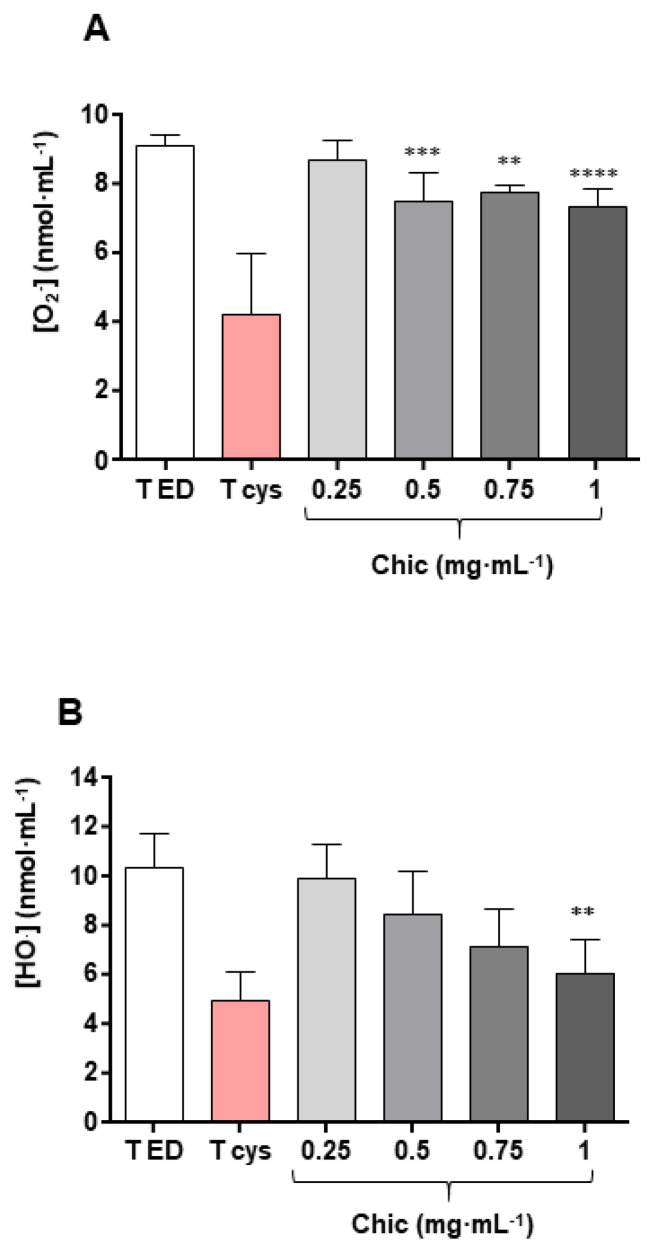
Antioxidative effects of chicory flour. Superoxide anion inhibition (**A**) and hydroxyl radical inhibition (**B**) of chicory flour decoction were observed by contrast with the effect of the negative control (T ED) containing distilled water, and the positive control containing cysteine (T cys). The sample decoction of chicory flour (Chic) was tested at increasing concentrations, ranging from 0.25 to 1 mg of dry matter equivalent per final mL. Statistical analysis for *n* = 6 independent assays were performed with ANOVA: overall Fisher’s test, *p* < 0.0001; Tukey’s test, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001 (**A**) and Kruskal-Wallis test, *p* = 0.0017; Dunn’s test, ** *p* < 0.01 (**B**).

**Figure 10:**
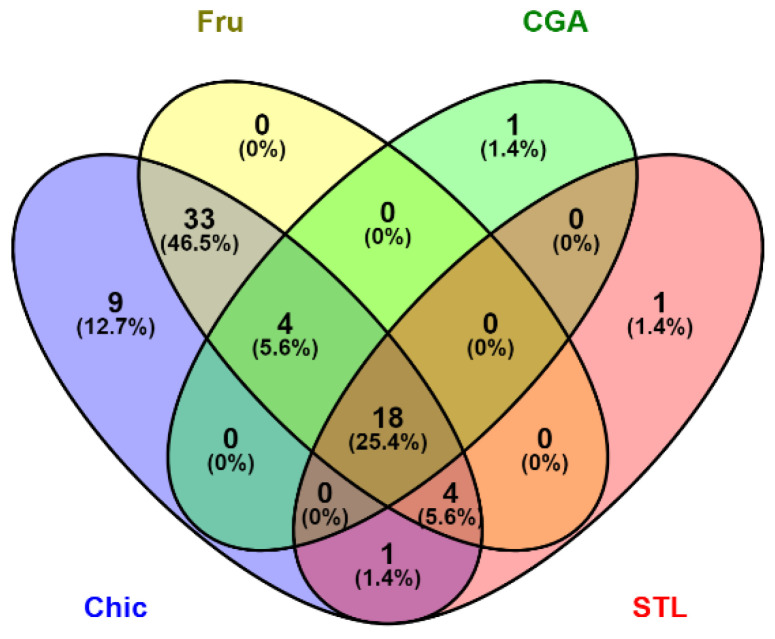
Venn diagram illustrating an estimation of the most important effects of the chicory and its tested compounds: fructose (Fru), chlorogenic acids (CGA) and sesquiterpene lactones (STL). Number of DEGs was considered in transcriptome analysis, and number of modified taxa in metagenetic analysis. Results of hormone assay were constricted to significant modification as well as for in vitro analyses as significant response was considered 1 and a non-significant one was considered 0. A score was calculated by totaling these events for each diet. The Venn diagram’s platform (http://bioinfogp.cnb.csic.es/tools/venny/index.html accessed on 21 January 2022) was used to cross the data.

**Table 1:** Composition of Fru, CGA and STL solutions used for feeding mice.

Treatment	Fru	CGA		STL			
Compound	Fructose	3-CGA	3,5-CGA	DHLc	Lc	DHLp	Lp
µg/day of each compound	166.35	2.52	3.44	1.83	3.88	0.29	2.22
µg/day of total mix	166.35	5.90		8.20			

3-CGA: 3-mono-*O*-caffeoylquinic acid; 3,5-CGA: 3,5-di-*O*-caffeoylquinic acid; DHLc: 11β,13-Dihydrolactucin; Lc: Lactucin; DHLp: 11β,13-Dihydrolactucopicrin; Lp: Lactucopicrin. The administered doses are based on results obtained for the content of chicory roots and reported to 30 mg/day of chicory flour.

**Table 2:** Major metabolites analysed by quantitative ^1^H-NMR and UPLC/ESI-HRMS in chicory root flour and decoction.

Compounds (mg/g Dry Matter)	Flour		Decoction	
	Mean	SD	Mean	SD
Fructose ^a^	3.43	0.12	2.60	0.26
3-CGA ^b^	0.55	0.02	0.66	0.01
3,5-diCGA ^b^	0.43	0.01	0.43	0.01
Lc ^c^	0.05	0.01	0.11	0.01
Lp ^c^	0.23	0.02	0.21	0.01
DHLc ^c^	0.14	0.01	0.17	0.01
DHLp ^c^	0.05	0.01	0.03	0.01

^a^ quantitative ^1^H-NMR, bin (3.54) corresponding to ^1^H linked to C1, ^b^ UPLC/ESI-HRMS in negative ionization mode and ^c^ in positive ionization mode. 3-CGA: 3-mono-*O*-caffeoylquinic acid, *m*/*z* 353.0878 at RT 1.08 min; 3,5-diCGA: 3,5-di-*O*-caffeoylquinic acid, *m*/*z* 515.1195 at RT 4.27 min; Lc: Lactucin, *m*/*z* 299.0889 at RT 3.02 min; Lp: Lactucopicrin, *m*/*z* 433.1257 at RT 5.77 min; DHLc: 11β,13-Dihydrolactucin, *m*/*z* 279.1227 at RT 2.59 min; DHLp: 11β,13-Dihydrolactucopicrin, *m*/*z* 435.1414 at RT 5.72 min.

## Data Availability

Transcriptomic and metagenomics data are archived in GEO database and NCBI’s Sequence Archive and will be publicly accessible at the same time as the publication of the article.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/nu14050957/s1, File S1. Mice body weight evolution (A) and standard food consumption (B) during chicory (Chic), fructose (Fru), chlorogenic acids (CGA) and sesquiterpene lactones (STL) supplemented diet for 30 days. File S2. Heatmap of metabolite signals. File S3. Gene expression profiles in mice liver tissue, ileum cells and caecum of mice during different diets. File S4. GIP and leptin level in mice plasma, after 30 days of chicory, fructose, CGA and STL diet. File S5. The operational taxonomic units (OTUs) identified with an abundance >0.1% in fecal microbiota of mice after different diets. Diets were supplemented with chicory flour (Chic), fructose (Fru), chlorogenic acids (CGA) and sesquiterpene lactones. File S6. Standardized abundance ratio (relative to D0) for Firmicutes and Bacteroidetes phyla after 30 days of diet in mice. File S7. Microbial profiling using quantitative PCR. File S8. Estimation of the most important effects of the chicory and its tested compounds: fructose (Fru), chlorogenic acids (CGA) and sesquiterpene lactones (STL).

How the deposited data were processed for this re-analysis (not part of the article)

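RNA of liver, ileum enterocytes and caecum of mice was measured on 48 one-colour Agilent arrays, 16 per tissue, after 30 days of daily gavage of 500 µL from an age of 8 weeks. Each tissue had 3 mice for each of the diets Chic, Fru, CGA and STL and 2 mice for each of the control groups Ctr1 and Ctr2. Chic and Fru were compared with Ctr1, and CGA and STL with Ctr2, as the paper pairs them. The sample labels give water as the solvent of both control groups and tag 8 of the 16 arrays of each tissue as female, while the paper's methods give male mice and, for Ctr2, 0.83% DMSO where they describe the feeding and drinking water where they describe the arrays. The mice were taken as male and Ctr2 as DMSO. For the RNA the methods name colon, and caecum where they describe the arrays, and the tissue was taken as caecum, as in the labels. The paper's methods speak of 3 control samples, and 2 arrays of each control group were used here.

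The authors scanned the arrays and deposited array intensities on a linear scale, 1 table per tissue, with whole numbers and a probe name, gene symbol and accession per row. The paper names GenePix Pro for the digitization and quantile normalization, and the labels name Agilent Feature Extraction without a version. The tables hold part of the array: 5114 rows in liver, 6719 in ileum and 6214 in caecum. They held 134, 112 and 227 rows of control features, which were left out, 0, 120 and 0 rows with no probe name, and 443, 586 and 878 with no gene symbol. All 81824, 107504 and 99424 values equal those of the deposited series matrix. The array medians differ within each tissue, with 16 distinct medians per tissue, so the deposited values are not quantile-normalized between the arrays of a tissue. The design written before the data were examined assumed that they were. Since they are not, the values were log2-transformed and quantile-normalized here between the 16 arrays of each tissue, and the values as deposited were run as an alternative. In liver 6 values and in caecum 24 were at or below 0 and were set to missing, and 339, 107 and 35 values lay at or above 65000, near the limit of the scanner. No background or detection values were used, so the number of arrays and the brightest values limit the precision. The median of an array lay more than 0.5 (log2) below that of the tissue for 1 array in liver, 2 in ileum and 4 in caecum.

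Spots of one probe were averaged, and the probe with the highest mean stood for its gene. Symbols were updated through the accession for 98, 128 and 101 genes. The probes of the 57 File S3 profiles were kept as they are named there. For each tissue all 6 groups entered one fit in limma 3.58.1 under R 4.3.3 (lmFit and eBayes, two-sided moderated test), with 9 contrasts: each diet against its control, Fru against Chic, STL against CGA, the effects of CGA and of STL against that of Chic, and Ctr2 against Ctr1. The p-values were adjusted by Benjamini-Hochberg over the genes of the tissue, with a threshold of 0.05, and beside it over File S3 alone. The study's threshold for differentially expressed genes, a fold change over 2.0 or under 0.5 of single mice against the mean of the controls, was applied to linear values. The methods do not say in how many mice it must hold, and it was read here as all 3 Chic mice, with the mean of the mice as an alternative. A File S3 profile was called like Chic under a diet when all 3 mice lay on the side of their control mean that File S3 gives for Chic. Of 40 gene lists of metabolism, defence, gut function and cell types fixed before the data were examined, those with at least 5 measured genes in a tissue were tested with camera (preset correlation 0.01, and again with an estimated one) and with fry. Python 3.11.15 with matplotlib 3.10.9 drew the plots.

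The genes named in the text are those of File S3, whose values had been seen in the supplement, up to 10 genes called in each direction under Chic and up to 5 under the other diets, the 2 to 4 members with the largest moderated statistic of a list that is described, and a short list of sex-linked, hormone and fructose genes. Of File S3, 1 gene enters the counts and is not reported here. Genes of Paneth cells and proteins made by the liver were added after their values had been seen. What unchanged groups give was simulated in 1000 draws with the real residuals, and the ranges given hold 95% of the draws. The tests were run first on simulated data with 100 genes changed by a log2 value of 1 and 100 by 2 under Chic: 96% of the latter were recovered in liver, 99% in ileum and 94% in caecum, with 7, 9 and 6 false calls, and with no change simulated there were 0 calls in the 9 contrasts of each tissue. The simulated genes varied independently of each other, so these shares may be higher than those of real arrays.

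The alternatives were 13 settings written before the data were examined, among them each array left out in turn, pooled controls, values as deposited, a shift to a common 75th percentile, dim probes left out, an offset of 50, the mean of all probes of a gene, only the groups compared in the fit, the replicate number as a block and a trend in eBayes. A further 4 were added after seeing the data: each spot as its own row, the fit without the dim arrays, and 2 covariates in caecum, the mean log2 level of the absorption genes and that of the hepatocyte genes. The microbiota, hormone and in vitro measurements of the paper have no array values and were not analysed here.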

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

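The tests on the spots of one probe, on the defensins with absorption genes and with diet, on the shared Ctr1 arrays and on the splits were chosen after the result had been seen. Spots that share a probe name gave different values in the liver and ileum tables, with a median SD that was 0.643 of the SD over all gene spots in liver and 0.665 in ileum, against 0.0917 in caecum. These probes had few spots each, 372 spots for 158 probes in liver. The SD of few values can lie below that over all spots for unrelated spots too. So 0.643 and 0.665 do not show that spots of one name agree. Noise of single spots is argued against by the spread of one spot between arrays of a group, which was 0.176 of that between spots of one probe in liver, and a choice of table rows by a minimum value on 1 control array by the caecum table, which has such a minimum of 300 and the low ratio. A candidate explanation is that gene names in the liver and ileum tables do not belong to the values of their spots: ribosomal proteins were at the median percentile 34.2 of the levels in liver and 37.9 in ileum but at 93.8 in caecum, and the levels of 599 shared probes did not correlate between liver and caecum (r of -0.04 across probes), though those of 3352 probes shared by liver and ileum did (r of 0.60), so the names would have to be out of place alike in these 2 tables. Control features kept a median SD of 0.13 between their spots in liver, so the values of single spots may still compare mice with each other while the gene they stand for, Add1, Nanog and Snx10 included, stays open. No biological explanation was tested, since no condition separates the spots of one probe.

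Transcripts of the small intestine varied between the 16 caecum arrays: the Paneth cell defensin Defa1 ran from 4.83 to 14.96, Defa-rs2 from 6.06 to 15.22 and the ileal bile acid binding protein Fabp6 from 6.18 to 13.02 in log2 level. Within single groups, the mean of 10 defensins ranged over 8.61 between the Chic arrays, the widest, and over 1.34 between the Ctr2 arrays, the narrowest. Diet as the whole cause is argued against by the share of the variance of the mean of 10 defensins that lay between the 6 groups, 0.323 (permutation p = 0.493), and array brightness by its r of 0.0439 with that mean (permutation p = 0.881, rho of -0.129). A share of small-intestinal tissue in part of the caecum samples may account for it, since the mean of the defensins and that of the 10 genes of nutrient absorption, a list fixed before the data were examined, varied together over the 16 arrays (r of 0.933, permutation p = 1e-05, the smallest these permutations can give, 4e-05 adjusted over 4 relations, rho of 0.926, r of 0.919 without the 2 farthest arrays and 0.936 within groups). The absorption genes varied unequally, over 0.73 for Fabp2 and 6.84 for Fabp6. Their mean rests most on the widest, and its r does not show that each gene moved along. Part of the absorption list is high in caecum on every array (Fabp2 at 13.86 to 14.59), the arrays do not give the level that caecum alone has for the rest, and a difference between the mice in the caecum itself stays open. No sort or gate that would remove other tissue is named for these samples.

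Fru resembled Chic in 45 of the 57 profiles, and CGA and STL did in 11 and 12. Fructose in the extract and the Ctr1 arrays that Fru and Chic share cannot be told apart here, since unchanged groups with shared controls gave a median of 33.9 (17.8 to 46.7), which covers 45. The shared arrays could account for the contrast between the diets: set against Ctr1, CGA resembled Chic in 39 profiles and STL in 40, and set against Ctr2, Fru did so in 20 and Chic itself in 15. The solvent and the period of Ctr2 go with that control group, and their part stays open.

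Values of single mice pointed opposite ways in a pair of tissues, with all 3 mice of the diet on each side, in 17 of 204 comparisons over 37 genes, where 17.5 were expected by chance, and none of these differences was tested. Of the 17, 15 are given here, with each gene read at its probe of the highest mean. Under Chic, the log2 fold change in liver minus that in ileum was 0.63 for Vmn1r101, -1.12 for Olfr1014 and -1.19 for Coa5. Under Fru it was -4.80 for Nanog, with 1 Ctr1 mouse of the liver at the limit of the scanner, 0.37 for Bicdl1, 0.42 for Vmn1r101 and -1.36 for Coa5, and liver minus caecum was 1.13 for Clic5. Under CGA, liver minus ileum was 0.30 for Mtss1, 0.78 for Nt5e, 0.24 for Liph and 0.50 for Abcc5, and ileum minus caecum -1.05 for Pex11a. Under STL, liver minus ileum was 0.27 for Mtss1, and ileum minus caecum -0.55 for Add1. For Mtss1 in ileum, the probe read here is not that of File S3. The latter had 0.24 under CGA and 0.56 under STL, with 2 of 3 mice above the Ctr2 mean in each, so it does not show these opposite ways. The liver probe of Mtss1 had a mean log2 level of 15.98, near the limit of the scanner.

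For Fru against Chic and STL against CGA, with 3 mice each, the real count of genes called was 0 in each tissue, so the 10 splits of the 6 arrays, too few in any case, test no result. The highest count of another split was 0 in liver, 0 in ileum and 0 in caecum for Fru against Chic, and 7, 15 and 1 for STL against CGA.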

How the results depend on the processing

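Of the settings in this part, 4 were chosen after the data had been seen: each spot as its own row, the fit without the dim arrays and the 2 covariates in caecum. Of the 228 effects of the 4 diets on the File S3 profiles, 0 were past the threshold with a reversed direction in any setting, and limma called 0 genes in 2 tissues for the same diet under each of them. The correlations of the Chic effects with those of CGA and of STL did turn sign: in ileum they were -0.358 and -0.343 and became positive with pooled controls, in caecum they were 0.217 and 0.226 and became -0.262 and -0.102 without Ctr1 replicate 2, and in liver they lay on both sides of 0 between the settings. Pooled controls give these diets one baseline, which alone raises the correlation. The cause of the values below was not tested, apart from settings that leave out arrays or genes by their construction. The counts against Ctr1 depend on the 2 Ctr1 arrays, since the highest counts under Chic and Fru in liver and caecum arise without 1 of them. The Ctr1 array kept in those fits had the highest floor of its tissue, a lowest deposited value of 250 in liver and 300 in caecum. Where an array left out leaves a control group with 1, that array is assumed to vary like the other groups. Where it belongs to a diet, a rule on all mice of that diet asks for fewer mice and is easier to meet. The series matrix gave the same values in all 66 results, and the slide as a block was not run, since the files give no slide. The files used give no background signal, so what lies above background was not assessed.

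With the values as deposited, limma called 0 in liver for Ctr2 against Ctr1, 0 in ileum under Chic, 0 in ileum under Fru, 1 in ileum under STL, 1 in ileum for STL effect against Chic effect, 0 in ileum for Ctr2 against Ctr1 and 0 in caecum under Fru, the genes that met the fold rule were 1 in ileum, the gene lists past the threshold were 1 in liver under Fru, 2 in ileum under Fru, 3 in caecum under Chic, 4 in caecum under Fru and 2 in caecum under CGA, 0 of the 57 profiles passed under Chic and 18 profiles had all CGA or all STL mice opposite to Chic. With each array shifted to a common 75th percentile, limma called 0 in liver for Ctr2 against Ctr1, 0 in ileum under Chic and 0 in ileum for Ctr2 against Ctr1, the genes that met the fold rule were 1 in ileum, the gene lists past the threshold were 5 in caecum under Chic, 4 in caecum under Fru, 2 in caecum under CGA and 0 in caecum under STL and 0 of the 57 profiles passed under Chic. With pooled controls, limma called 1 in liver for STL effect against Chic effect, 0 in ileum under Chic, 0 in ileum under Fru and 0 in caecum under Fru, the genes that met the fold rule were 0 in ileum and 1 in caecum, the gene lists past the threshold were 5 in caecum under Chic, 2 in caecum under Fru and 3 in caecum under CGA, the correlation of effects was 0.145 for Chic and CGA in liver, 0.247 for Chic and STL in liver, 0.140 for Chic and Fru in ileum, 0.293 for Chic and CGA in ileum and 0.289 for Chic and STL in ileum, 26 profiles had all Chic mice in the direction of File S3, 28 CGA profiles were like Chic, 30 STL profiles were like Chic, 0 of the 57 profiles passed under Chic and 3 profiles had all CGA or all STL mice opposite to Chic. With dim probes left out, limma called 1 in liver under Chic, 1 in liver under Fru, 2 in liver for Ctr2 against Ctr1, 0 in ileum under Chic, 0 in ileum under Fru, 0 in ileum for Ctr2 against Ctr1, 1 in caecum under Chic and 1 in caecum for Ctr2 against Ctr1, the genes that met the fold rule were 2 in liver, 1 in ileum and 1 in caecum, the gene lists past the threshold were 1 in caecum under STL, 2 of the 57 profiles passed under Chic and 7 profiles had all CGA or all STL mice opposite to Chic. With an offset of 50, limma called 1 in liver under Fru and 0 in ileum under Chic, the gene lists past the threshold were 1 in caecum under STL and 0 of the 57 profiles passed under Chic. With the mean of all probes of a gene, limma called 4 rows in liver under Chic, 7 in liver under Fru, 6 in liver for Ctr2 against Ctr1, 2 in ileum under Chic, 2 in ileum under Fru, 2 in ileum for Ctr2 against Ctr1, 2 in caecum under Chic and 2 in caecum under Fru and 4 of the 57 profiles passed under Chic. These are rows and not genes, since the File S3 probes stood as rows beside the gene means. The repeated rows ease the adjustment: Snx10 under Chic kept its log2 fold change of -1.77, and its adjusted p in limma went from 0.0669 to 0.0334. With only the groups compared in the fit, limma called 0 in liver for Ctr2 against Ctr1, 0 in ileum under Chic, 9 in ileum under Fru, 1 in ileum under CGA, 0 in ileum for Ctr2 against Ctr1 and 0 in caecum under Fru, the gene lists past the threshold were 4 in caecum under Fru and 3 in caecum under CGA and 0 of the 57 profiles passed under Chic. With a trend in eBayes, limma called 1 in liver under Fru. With the fold rule on the mean of the 3 mice, the genes that met the fold rule were 25 in liver, 7 in ileum and 47 in caecum. With an estimated correlation in camera, the gene lists past the threshold were 0 in caecum under CGA and 0 in caecum under STL.

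With the replicate number as a block, limma called 0 in liver for Ctr2 against Ctr1, 3 in ileum under Fru, 1 in ileum for CGA effect against Chic effect, 1 in ileum for STL effect against Chic effect and 0 in caecum under Fru and the gene lists past the threshold were 2 in caecum under Chic, 5 in caecum under CGA and 0 in caecum under STL. This ended the call of Gla in caecum under Fru (adjusted p = 0.0734). Not every pair of same-numbered arrays deviated together in any tissue, so the numbers were not taken as pairs: same-numbered arrays deviated together with a correlation over 0.1 in 13 of 15 pairs of number 1 in liver, 5 of 15 in ileum and 13 of 15 in caecum, in 3, 5 and 5 of 15 for number 2, and in 6, 4 and 3 of 6 for number 3. The best match of an array had its own number for 9, 7 and 8 of the 16 arrays.

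With each spot as its own row, the gene lists past the threshold were 2 in caecum under CGA. Without the dim arrays, limma called 0 in liver for Ctr2 against Ctr1, 0 in ileum under Chic, 0 in ileum for Ctr2 against Ctr1 and 0 in caecum under Fru, the genes that met the fold rule were 25 in caecum, the gene lists past the threshold were 1 in caecum under Chic, 3 in caecum under Fru and 0 in caecum under CGA and 0 of the 57 profiles passed under Chic. With the absorption score as a covariate, limma called 1 in caecum under Chic and 1 in caecum for Ctr2 against Ctr1, the gene lists past the threshold were 1 in caecum under Chic and 1 in caecum under Fru and 2 of the 57 profiles passed under Chic. With the hepatocyte score as a covariate, limma called 0 in caecum under Fru and the gene lists past the threshold were 0 in caecum under STL.

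Leaving out each array in turn, the genes called by limma ranged from 0 to 17 in liver under Chic (highest without Ctr1 replicate 2), 0 to 23 in liver under Fru (highest without Ctr1 replicate 2), 0 to 4 in liver under CGA (highest without Ctr2 replicate 1), 0 to 4 in liver under STL (highest without Ctr2 replicate 1), 0 to 3 in liver for STL against CGA, 0 to 14 in liver for CGA effect against Chic effect (highest without Ctr1 replicate 2), 0 to 11 in liver for STL effect against Chic effect (highest without Ctr1 replicate 2), 0 to 24 in liver for Ctr2 against Ctr1 (highest without Ctr1 replicate 2), 0 to 2 in ileum under Chic, 1 to 2 in ileum under Fru, 0 to 1 in ileum for CGA effect against Chic effect, 0 to 2 in ileum for STL effect against Chic effect, 0 to 3 in ileum for Ctr2 against Ctr1, 0 to 47 in caecum under Chic (highest without Ctr1 replicate 1), 0 to 49 in caecum under Fru (highest without Ctr1 replicate 1), 0 to 23 in caecum under CGA (highest without Ctr2 replicate 1), 0 to 21 in caecum under STL (highest without Ctr2 replicate 1), 0 to 27 in caecum for CGA effect against Chic effect (highest without Ctr1 replicate 1), 0 to 28 in caecum for STL effect against Chic effect (highest without Ctr1 replicate 1) and 0 to 42 in caecum for Ctr2 against Ctr1 (highest without Ctr1 replicate 1). Those past the fold rule under Chic ranged from 8 to 52 in liver (highest without Ctr1 replicate 2), 3 to 16 in ileum (highest without Chic replicate 1) and 4 to 72 in caecum (highest without Ctr1 replicate 1). The gene lists past the threshold ranged from 0 to 4 in caecum under Chic (highest without Chic replicate 1), 0 to 3 in caecum under Fru, 0 to 3 in caecum under CGA and 0 to 4 in caecum under STL (highest without STL replicate 2). The CGA profiles like Chic ranged from 11 to 20, the STL profiles like Chic from 12 to 20, the File S3 profiles past the threshold under Chic from 0 to 5 and the profiles with all CGA or all STL mice opposite to Chic from 11 to 19.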

Differences from the paper's values

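A count is said to differ from the paper's where one is more than 1.5 times the other, and a log2 fold change where the signs differ or the values lie further apart than the larger SD between the 3 mice, here or in File S3. The paper reports 57 profiles differentially expressed under chicory, and the study's fold threshold was passed by all 3 Chic mice in 15 genes here over the 3 tissues. The methods do not say in how many mice it must hold. Without a Chic mouse it was applied to the mice left, which is easier to meet. Of the alternatives set before the data were examined, the difference ended with the rule on the mean of the mice (79 genes) and without Ctr1 replicate 2 (71), Chic replicate 1 (70), Chic replicate 2 (54) or Chic replicate 3 (47). Without Ctr1 replicate 1 the count lay above the paper's (72 in caecum alone), and with the others it stayed below. The paper counts 18 profiles under CGA that are similar to those of chicory, where 11 had all 3 mice on the Chic side here. The paper states no threshold for this count or the next. Without a CGA mouse, the rule here asked for fewer mice and was easier to meet. The difference ended with the values as deposited (13), with the shift to a common 75th percentile (12) and without Ctr2 replicate 1 (12), Ctr2 replicate 2 (16), CGA replicate 1 (18), CGA replicate 2 (20) or CGA replicate 3 (15). With pooled controls the count lay above the paper's (28), and with the other alternatives it stayed below. The paper counts 4 profiles under CGA or STL that are opposite to those of chicory, where 0 were opposite and past the threshold of limma here, and 11 had all 3 mice of 1 of these diets opposite. With the threshold the count stayed at 0 under the alternatives. Without it the count was 3 with pooled controls, which comes closest to the paper's, 7 with dim probes left out, 18 with the values as deposited and 11 to 19 with an array left out. For Fru the paper's 48 similar profiles stand beside 45 here, and for STL its 18 beside 12, which did not differ by the rule used. Over the planned settings that keep all arrays, the Fru count fell to 30 and the STL count ran from 8 to 30. The counts of 30 for Fru and of 8 and 30 for STL differ from the paper's by that rule.

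The means of the 3 Chic mice in File S3 were set beside the log2 fold changes here for the 57 profiles, of which 23 differed and 34 did not. For Nanog and Snx10, 1 of the 2 Ctr1 mice lay at the limit of the scanner, so the size of the values here is uncertain. The sign differed for 2, Rasgrf1 in ileum and Akr1b8 in caecum. With the values as deposited 16 differed, and with pooled controls 41. In liver the values here were -4.67 for Nanog (the paper's -2.67), -0.23 for Particl (the paper's -0.71), -1.77 for Snx10 (the paper's -1.46), 0.86 for Nt5e (the paper's 1.05), 0.71 for Rwdd3 (the paper's 1.09), 0.41 for Ighv5-4 (the paper's 0.69), 0.16 for Apoa1 (the paper's 0.89), 0.39 for Pex11a (the paper's 0.99), -0.19 for Gcg (the paper's -0.54), 0.43 for Bicdl1 (the paper's 0.66), 0.46 for Vmn1r101 (the paper's 0.67), 0.56 for Abcc5 (the paper's 0.97), 0.60 for Cyp2b23 (the paper's 0.83) and 0.26 for Cyp2c29 (the paper's 1.14). In ileum the values here were 0.13 for Liph (the paper's 0.63), 1.93 for Add1 (the paper's 0.94), -0.053 for Rasgrf1 (the paper's 0.76) and 0.065 for Cyp3a57 (the paper's 0.57). In caecum the values here were 0.40 for Ctbp2 (the paper's 0.66), 0.88 for Irf2bp2 (the paper's 0.59), 0.98 for Fa2h (the paper's 0.55), -0.085 for Akr1b8 (the paper's 0.90) and 2.64 for Gla (the paper's 0.69). Of the alternatives set before the data were examined, the difference ended with values as deposited for Nt5e, Rwdd3 in liver, Ighv5-4, Bicdl1, Vmn1r101, Abcc5, Cyp2b23, Add1, Ctbp2, Irf2bp2 and Fa2h, without Ctr1 replicate 1 for Nanog, Snx10, Rwdd3 in liver, Ighv5-4, Bicdl1, Vmn1r101 and Cyp2b23, with the replicate block for Rwdd3 in liver, Ighv5-4, Vmn1r101 and Irf2bp2, without Chic replicate 2 for Rwdd3 in liver, Cyp2b23, Ctbp2 and Irf2bp2, without Chic replicate 1 for Rwdd3 in liver, Ighv5-4 and Vmn1r101, without Chic replicate 3 for Vmn1r101, Ctbp2 and Irf2bp2, with pooled controls for Add1, Irf2bp2 and Fa2h, with the shift to a common 75th percentile for Add1 and Irf2bp2, without Fru replicate 2 for Vmn1r101, without STL replicate 3 for Vmn1r101, without Ctr1 replicate 2 for Ctbp2 and with an offset of 50 for Irf2bp2. It ended with none of them for Particl, Apoa1, Pex11a in liver, Gcg, Cyp2c29, Liph, Rasgrf1, Cyp3a57, Akr1b8 and Gla. The other genes kept their difference under each alternative not named for them.

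File S3 gives log2 ratios of single mice, and the paper's fold threshold is a log2 value of 1 or -1, for a number of mice that the methods leave open. Of its 171 Chic values 36 lie beyond it and 135 do not. Of the 57 profiles, 23 have at least 1 Chic mouse beyond it, 10 the mean of the 3 and 2 all 3. Over all diets 243 of its 684 values are 0. Of the other 441, 133 lie within 0.01 of the ratio of the deposited values, 245 do after 1 offset per profile, and 66 have the opposite sign.

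By direction, File S3 lists Rasgrf1 as higher under chicory in ileum and Akr1b8 in caecum, where both means here were below 0. The paper states that Rasgrf1 was higher under CGA, where the value here was 0.95, and that Noct was, where it was 0.25, while File S3 marks Noct under STL, where it was 1.43. It states that Liph was deregulated in liver and ileum by fructose, and File S3 lists it in ileum, where it was 0.37 under Fru (adjusted p = 0.444). It states that Gla and Akr1b8 were affected by fructose, CGA and STL. Gla had 3.07, -0.09 and 0.04 here, and Akr1b8 had 0.20, -0.07 and 0.01.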

Other observations

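The tests of the liver-made proteins in caecum were chosen after their values had been seen, and the gene lists were fixed before the data were examined. In caecum under CGA, the list of intestinal nutrient absorption fell as a group, with 2 of its 10 genes higher and a median log2 fold change of -0.67 (camera, adjusted p = 0.00459). The adjusted p was 0.754 with an estimated correlation. The members were led by Fabp6, an ileal bile acid binding protein, at -4.13 (standard error 2.03), Mogat2, an enzyme of triglyceride synthesis, at -1.26 (standard error 0.66), the peptidase Dpp4 at -0.88 (standard error 0.54) and the peptidase Anpep at -2.12 (standard error 1.41), and none passed alone. The median of the list was also below 0 under the other diets, where it did not pass: -0.86 under Fru with 0 of 10 genes higher (adjusted p = 0.0650), -0.38 under Chic with 1 of 10 (adjusted p = 0.107) and -0.34 under STL with 2 of 10 (adjusted p = 0.103). The mean of these 10 genes moved with that of the Paneth cell defensins across the caecum arrays (r of 0.933), which does not show that each gene did. Under STL, the list of interferon-stimulated genes rose, with 7 of 8 genes higher and a median of 0.35 (adjusted p = 0.0469, and adjusted p = 0.768 with an estimated correlation), led by Irf9 at 0.76 (standard error 0.27), Rtp4 at 0.96 (standard error 0.40) and Oas1a at 0.49 (standard error 0.28). Ribosomal proteins fell under STL, with 30 of 74 higher and a median of -0.09 (adjusted p = 0.00476, and adjusted p = 0.768 with an estimated correlation), led by Rpl30 at -0.41 (standard error 0.19) and Rps14 at -0.35 (standard error 0.19).

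Between diets in caecum, genes of cholesterol synthesis were lower under Fru than under Chic, with 1 of 12 higher and a median of -0.25 (adjusted p = 0.0205, and adjusted p = 0.838 with an estimated correlation), led by Msmo1 at -0.53 (standard error 0.26), Hmgcs1 at -0.64 (standard error 0.35) and Sqle at -0.46 (standard error 0.26). The list of epithelial junctions and mucus was lower too, with 1 of 13 higher and a median of -0.29 (adjusted p = 0.0486, and adjusted p = 0.838 with an estimated correlation), led by the mucin Muc2 at -0.91 (standard error 0.50) and Muc13 at -0.49 (standard error 0.39). Under STL compared with CGA, all 8 interferon-stimulated genes were higher, with a median of 0.35 (adjusted p = 1.85e-04, and adjusted p = 0.550 with an estimated correlation), and ribosomal proteins were lower, with 24 of 74 higher and a median of -0.10 (adjusted p = 0.0401, and adjusted p = 0.904 with an estimated correlation). By fry none of these lists passed after adjustment, and in liver and ileum no list passed with camera under the 9 contrasts. By fry 1 list passed, the enteroendocrine cells and gut hormones in ileum under Fru, with 5 of 8 genes higher and a median of 0.32 (adjusted p = 0.0262 by fry, 0.675 by camera, and adjusted p = 0.882 with an estimated correlation), and 4 of its members passed when adjusted over the list alone. Spots of one probe name differed in the liver and ileum tables, so the lists tested there may not hold the genes they name.

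In caecum, 12 proteins made by the liver, among them Alb, Ahsg, Apoa2 and the major urinary proteins, were all higher in the mean of the 8 arrays of Ctr1, Chic and Fru than in that of the 8 of Ctr2, CGA and STL, while single arrays of the 2 sets overlapped. Their mean score differed by 2.30 between these sets (1.15 with an SD of 1.78 against -1.15 with an SD of 0.96), and 66.6% of its variance lay between the 6 groups (permutation p = 0.0361, 0.108 adjusted over 3 scores). Alb ran from 2.93 to 10.13 in log2 level. The r of the mean score with the defensin mean was 0.00703 (permutation p = 0.979) and that with the array brightness 0.106 (permutation p = 0.711).

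Of the hormone and fructose genes listed before the data were examined, Cyp7a1, the first enzyme of bile acid synthesis, had a Chic log2 fold change of 0.24 in liver (standard error 0.13, adjusted p = 0.864). Gip, an incretin, had 0.21 under Chic (standard error 0.15, adjusted p = 0.999), 0.42 under Fru (standard error 0.15), -0.38 under CGA (standard error 0.15, adjusted p = 0.307) and -0.05 under STL (standard error 0.15, adjusted p = 0.968) in ileum. Gcg had -0.33 under Chic in caecum (standard error 0.31, adjusted p = 1.00), Lep 0.13 under Chic in ileum (standard error 0.15) and, under CGA, -0.19 in liver (standard error 0.12) and 0.00 in ileum (standard error 0.15), and Khk, the ketohexokinase of fructose breakdown, 0.25 under Fru in caecum (standard error 0.46, adjusted p = 0.976). The Y-linked gene Eif2s3y had a median log2 level of 10.1 on the ileum arrays tagged female and 9.88 on those tagged male, and of 8.72 and 8.55 in caecum. The liver and ileum values of these genes come from tables where spots of one probe name differed. In caecum the level of Eif2s3y was low, at percentile 11.1 of the genes measured there. Its levels therefore do not settle the sex of the mice.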
